# Exogenous interleukin-1 beta stimulation regulates equine tenocyte function and gene expression in three-dimensional culture which can be rescued by pharmacological inhibition of interleukin 1 receptor, but not nuclear factor kappa B, signaling

**DOI:** 10.1007/s11010-023-04779-z

**Published:** 2023-06-14

**Authors:** Ross Eric Beaumont, Emily Josephine Smith, Lexin Zhou, Neil Marr, Chavaunne T. Thorpe, Deborah Jane Guest

**Keywords:** Tendon, Inflammation, Equine, Horse, Cytokine, Musculoskeletal

## Abstract

We investigated how Interleukin 1 beta (IL-1β) impacts equine tenocyte function and global gene expression in vitro and determined if these effects could be rescued by pharmacologically inhibiting nuclear factor-κB (NF-_K_B) or interleukin 1 signalling. Equine superficial digital flexor tenocytes were cultured in three-dimensional (3D) collagen gels and stimulated with IL-1β for two-weeks, with gel contraction and interleukin 6 (IL6) measured throughout and transcriptomic analysis performed at day 14. The impact of three NF-_K_B inhibitors on gel contraction and IL6 secretion were measured in 3D culture, with NF-_K_B-P65 nuclear translocation by immunofluorescence and gene expression by qPCR measured in two-dimensional (2D) monolayer culture. In addition, daily 3D gel contraction and transcriptomic analysis was performed on interleukin 1 receptor antagonist-treated 3D gels at day 14. IL-1β increased NF-_K_B-P65 nuclear translocation in 2D culture and IL6 secretion in 3D culture, but reduced daily tenocyte 3D gel contraction and impacted > 2500 genes at day 14, with enrichment for NF-_K_B signaling. Administering direct pharmacological inhibitors of NF-_K_B did reduce NF-_K_B-P65 nuclear translocation, but had no effect on 3D gel contraction or IL6 secretion in the presence of IL-1β. However, IL1Ra restored 3D gel contraction and partially rescued global gene expression. Tenocyte 3D gel contraction and gene expression is adversely impacted by IL-1β which can only be rescued by blockade of interleukin 1 receptor, but not NF-_K_B, signalling.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11010-023-04779-z.

## Introduction

Tendons are dense connective tissue primarily composed of a collagen I, proteoglycan and elastin extracellular matrix (ECM) with a majority tenocyte cell population [1, 2]. Tenocytes aid in the transduction of contractile forces from skeletal muscle to bone [1] and regulate ECM homeostasis and repair following tissue damage [3]. Tendon injuries account for 30% of all musculoskeletal injuries in humans [4] and 46% of limb injuries in racehorses [5]. Natural regeneration of the native tissue is poor and characterised by excessive collagen III deposition [6] resulting in biomechanically inferior scar tissue formation several months post-injury [7]. The disorganised fibrovascular matrix and impaired structural integrity predisposes horses to reinjury rates of up to 67% [8]. The human Achilles and equine superficial digital flexor tendon (SDFT) are frequently injured and share several risk factors including training and age [9, 10]. They both function as energy-storing tendons to facilitate locomotion [11] and equine tenocytes capture key molecular and cellular characteristics of human tenocytes in vitro, particularly collagen and ECM remodelling gene expression [12]. Consequently, the horse represents a valid large animal model to study human tendon injuries [13].

The mechanisms underlying tendon degeneration were suggested to be independent of inflammation [14]. However, the advent of cutting-edge molecular techniques supports its fundamental role in the aetiology of tendon disorders [7, 15–17]. While inflammation is necessary to facilitate tendon healing through the controlled regulation of pro-resolving mechanisms [7, 18], chronic inflammation is suggested to drive aberrant ECM remodelling and fibrosis [19, 20], with proinflammatory cytokines playing a key role in this process [21, 22]. Tenocytes secrete a variety of proinflammatory cytokines [23] and previous immunohistochemical studies detected interleukin 1 beta (IL-1β), tumour necrosis factor alpha (TNF-α) and interferon gamma (IFN-γ) in equine SDFT tissue obtained from injured Thoroughbred horses [24]. However, a recent in vivo time-course analysis of cytokine concentrations measured from equine SDFT ultrafiltrate revealed that only IL-1β and interleukin 6 (IL6) were elevated in the acutes stages following injury [25]. We previously demonstrated that stimulating equine tenocytes with IL6 does not negatively impact gene expression or three-dimensional (3D) collagen gel contraction in vitro [26], but exogenous IL-1β increases matrix metalloproteinase (MMP) gene expression in two-dimensional (2D) culture and impairs equine adult tenocyte 3D collagen gel contraction [27]. In the acutely injured tendon, aligned collagen is negatively correlated with the expression profiles of *MMP1, 3,* and* 9* [28]. Additionally, IL-1β enhances *MMP1* expression [27, 29, 30] which amplifies degradation of the damaged ECM [31], further weakening the structural integrity of the tissue. Similarly, transient IL-1β stimulation (24 h) modulates transcriptomic responses of rat Achilles’ tenocytes cultured in a 3D collagen gel [29] and increases cytokine and chemokine expression in human tenocytes [23, 32]. These observations suggest that IL-1β is a principal cytokine elevated during the early stages of tendon healing which elicits profound changes in tenocyte function and gene expression. However, no study has determined how exogenous IL-1β stimulation impacts global gene expression profiles in equine adult tenocytes following a stimulation protocol which resembles temporal inflammatory signalling in vivo [19, 25].

The tendon has a slow cellular and metabolic rate [33] resulting in prolonged recovery periods to establish normal functional capacity [34]. Current treatments include non-steroidal anti-inflammatory drugs (NSAIDs) to attenuate pain and swelling, but the global attenuation of inflammation can inhibit tissue healing by reducing cell migration and proliferation [35]. Additional options include platelet rich plasma (PRP) [36], gene therapies [37], biological scaffolds [38], and mesenchymal stromal cells (MSCs) [39]. Both PRP [40] and MSCs [39] are utilised to treat equine tendon injuries, with varying degrees of long-term success [41, 42]. Attenuating IL-1β signalling with the interleukin 1 receptor antagonist (IL1Ra) protein reduces inflammation in vivo both in humans [43] and horses [44]. Similar observations were reported in vitro, with ILR1a rescuing the impact of IL-1β on adult tenocyte 3D collagen gel contraction [27]. Additionally, IL1Ra reduced inflammation in a cartilage-synovium co-culture system [45] and modulated histopathological changes in an established tendinopathic rat model [46]. While clinical use of IL1Ra poses limitations including frequent dosing and a short biological half-life [43], the impact of IL1Ra on downstream tenocyte global gene expression profiles is unknown. Identifying changes in such genes and the signalling pathways in which they participate could elucidate the mechanism(s) through which IL1Ra and other IL1 inhibitors protect endogenous tenocytes from the deleterious effects of IL-1β.

Downstream of the IL1 receptor, IL-1β can activate different intracellular signalling pathways including c-Jun N-terminal Kinase (JNK) [47], p38 mitogen-activated protein kinase (p38-MAPK) [48], and extracellular-signal regulated kinase (ERK) [49]. However, emerging data suggests nuclear factor kappa-light-chain-enhancer of activated B cells (NF-_K_B) as a primary target of IL-1β [23, 27]. Following transient IL-1β stimulation, the NF-_K_B protein P65 translocates to the nucleus [27] to initiate gene transcription [26, 50]. Accordingly, small molecule inhibition of P65 attenuates NF-_K_B activation in murine tendon [51]. Upstream of the P65 protein is the iκb kinase (IKK) complex, comprising of the catalytic subunit IKKβ [50]. In mice, cre-mediated overexpression of IKKβ induced degeneration of the rotator cuff and enhanced cytokine concentrations in the joint, while IKKβ conditional knockdown improved tendon healing following an exercise overload model [23]. Furthermore, pharmacologically inhibiting IL-1β/IKKβ signalling in vitro reduced proinflammatory gene expression in human tenocytes [23]. Another kinase involved in IL1 signalling is interleukin-1 receptor-associated kinase 4 (IRAK4), with recent evidence from human clinical trials demonstrating that pharmacological inhibition of this kinase reduces inflammatory protein secretion by human stromal cells exposed to IL-1β [52]. Importantly, these in vitro studies of NF-_K_B inhibition were performed in 2D culture, which is a less efficient model to recapitulate the native tendon environment than a 3D culture model [53]. Similar 3D systems were utilised to examine therapeutics to alleviate tissue fibrosis [54] as they enable greater sensitivity than 2D monolayer systems by enabling cell-ECM interactions important for disease pathogenesis in vivo [55, 56].

The aim of this study was to investigate how exogenous IL-1β stimulation impacts equine tenocyte global gene expression utilising a physiologically relevant 3D culture system and determine if pharmacological inhibitors of IL1/NF-_K_B signalling can rescue the deleterious effects of IL-β. As IL-1B is elevated post-tendon injury [25] and activates NF-_K_B which drives tissue degeneration [23], identifying IL1/NF-_K_B inhibitors capable of restoring tenocyte function could serve as viable therapeutic strategies to protect endogenous tenocytes from excessive inflammation in vivo. In addition, changes in transcriptome signatures impacted by IL1/NF-_K_B inhibition may help elucidate downstream target genes which could also serve as therapeutic avenues to alleviate inflammation in the acute stages following a tendon injury.

## Materials and methods

### Tenocyte cell culture

Primary equine adult tenocytes (passage 3–8) derived from thirteen donors were utilised for all experiments. Cells were isolated post-mortem from Thoroughbred horses (aged between 2 and 17 years) that were euthanised for reasons unrelated to the project with the approval from the Royal Veterinary College Clinical Research Ethical Review Board (URN 2020 2017-2). As described [27], tissue samples were digested overnight at 37 °C and 5% CO_2_ in type 1 collagenase (1 mg/ml; Sigma-Aldrich, Dorset, UK). The isolated cells were expanded in complete media containing high glucose (4.5 g/l) Dulbecco’s modified eagle medium (DMEM) supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 U/ml penicillin, and 100 µg/ml streptomycin (all Fisher Scientific, Hemel Hempstead, UK). When cells reached 80% confluency, they were passaged using 0.25% trypsin–EDTA (Sigma-Aldrich). Culture conditions were maintained at 37 °C and 5% CO_2_. An overview of the different tenocyte culture conditions is shown in Table 1 and described in subsequent sections.

**Table 1:** Tenocyte culture conditions and cytokine/drug stimulation for each experimental protocol

Treatment	2D culture	3D culture
IL1B (nM)	1^1,3,4^	1^2,5,6,7^
JSH23 (µM)	1^1,3,4^, 10^4^, 100^4^	1^2,5^, 5^2^, 10^2^, 25^2^, 50^2^
IMD0354 (nM)	100^1,3,4^, 500^4^, 1000^4^	100^2,5^, 1000^2,5^
PF-06650833 (nM)	100^1,3,4^, 500^4^, 1000^4^	100^2,5^, 1000^2,5^
IL1Ra (ng/ml)	N/A	100^2,7^

72 h stimulation^1^; Collagen gel contraction^2^; Immunofluorescence^3^; Presto blue cell viability^4^; IL6 secretion^5^; Cytokine array^6^; RNA sequencing^7^; N/A = not applicable. Note: Vehicles used were either water, PBS, or culture media at 1:100–1:1000 concentration

### Two-dimensional tenocyte stimulation

For 2D stimulation experiments, tenocytes were seeded at 3 × 10^4^ cells/cm^2^ and 24 h later exposed to IL-1β (1 nM; Peprotech, London, UK) in the presence and absence of the NF-κB inhibitors JSH23 (1 μM; Abcam, Cambridge, UK), IMD0354 (100 nM; Abcam) or PF-06650833 (100 nM, Cambridge Bioscience, Cambridge, UK) for 72 h. Media without IL-1β/NF-κB inhibitors served as the unstimulated control. Three biological replicates were used per condition for these experiments (passage 4–8).

### Three-dimensional (3D) tenocyte culture

3D culture was performed as described [27]; briefly, silicone-coated 6-well plates (Dow Corning Sylgard 184 Silicone elastomer; Farnell, Leeds, UK) were fitted with pairs of 0.2-mm-diameter minutien pins (Interfocus fine science tools, Cambridge, UK) manually embedded at 15 mm distances. Tenocytes were suspended (4 × 10^5^ cells/ml) in a chilled mixture of eight parts PureCol (Bovine collagen type I; Advanced Biomatrix, Carlsbad, CA, USA) and two parts complete media (pH adjusted from 7.2 to 7.6 with 1 M sodium hydroxide); 200 μl of collagen-cell suspension was pipetted around each pair of pins and the parafilm-sealed plates were left to set at 37 °C for 60–90 min. Subsequently, 3 ml of complete media was added to each well, supplemented with IL-1β (1 nM) and/or IL1Ra (100 ng/ml; Sigma-Aldrich) with fresh media changes every 3–4 days for 14 days. The NF-κB inhibitors JSH23 (1–50 μM), IMD0354 (100–1000 nM) or PF-06650833 (100–1000 nM) were also added to the media with and without the presence of IL-1β (1 nM). Media without cytokines/inhibitors served as the unstimulated control and all media changes occurred every 3–4 days. For the NF-κB inhibitor experiments, day 14 cell survival was determined by digesting 1–3 constructs in 1 mg/ml of type I collagenase (Sigma-Aldrich) for 1–2 h at 37 °C with results displayed as a percentage of cells seeded relative to day 0. For all 3D culture experiments, ImageJ software (National Institutes of Health) was used to measure contraction rates over time, with values displayed as the percentage size relative to day 0. Three lines of tenocytes were used in these experiments, except for JSH23 with two biological replicates per condition (all passage 3–7).

### RNA isolation and extraction

RNA samples from both 2D and 3D culture were extracted with Tri-reagent (Sigma) and purified using an RNAeasy mini kit (Qiagen, Manchester, UK) with contaminating genomic DNA removed with Ambion DNA-free (Life Technologies, Paisley, UK). For 3D culture samples, RNA concentrations were measured using a Qubit (ThermoFisher, Loughborough, UK) and purity (260/280 ratio > 1.8) was determined using a DS-11 spectrophotometer (DeNovix, Wilmington, US) with RNA integrity confirmed (> 1.8) on a Tapestation (Agilent, Milton Keynes, UK). For 2D culture samples, RNA purity (260/280 ratio > 1.8) and concentrations were measured using a DS-11 spectrophotometer (DeNovix).

### RNA sequencing

Eight lines of adult tenocytes (passage 3–7) were used in these experiments. Oxford Genomics (Oxford, UK) and Novagene (Cambridge, UK) isolated and prepared the mRNA fraction from total RNA and converted to end-paired cDNA with adapter ligation. Libraries were size selected, multiplexed, and quality controlled before pair-end sequencing (150 bp) over one unit of a flow cell on a NovaSeq6000 platform, generating 30.7–46.2 million reads per sample. The FASTQ files underwent quality control using FASTQC (version 0.11.9; Babraham Bioinformatics, Cambridge, UK). Trimming/filtering of reads was not required due to the high sequence quality and minimal adapter content. Reads were aligned to the *Equus caballus* transcriptome (EquCab3.0 GCF_002863925.1) using the pseudoaligner Salmon [57] (version 1.8) in Quasi-mapping-based mode with GC-bias correction (-gcBias). Tximport [58] (version 1.24) was used to import quantified gene level abundance data into R (version 4.2.1) and differential expression analysis was performed using R/Bioconductor DESeq2 [59] (version 1.36). Genes with an adjusted *p* value of < 0.05 and a log2-fold change (Log2FC) of ± 1 were considered differentially expressed (DE). The biological processes predicted to be affected by the differentially expressed genes were identified using the Gene Ontology (GO) software Panther GO-slim (www.pantherdb.org) and GO terms with a False Discovery Rate (FDR) of < 0.05 were considered significantly enriched. Pathway analysis was performed with Enrichr (Enrichr (maayanlab.cloud)) utilising the BioPlanet 2019 resource and terms with an adjusted *p* value of < 0.05 were considered significantly enriched. For both GO and pathway analysis, DE genes were analysed separately as up-and-down regulated lists, respectively. When too few DE genes were present to elicit any significant output from Panther GO-slim and Enrichr, STRING (STRING: functional protein association networks (string-db.org)) was utilised to examine functional interaction networks with the *Equus caballus* (9796) reference.

### cDNA synthesis and qPCR

cDNA was generated from 500 to 1000 ng of input RNA utilising the sensiFAST cDNA kit (Bioline, London, UK). To ensure no genomic DNA was present, reactions lacking the reverse transcriptase (-RT) enzyme were performed. Primers were designed with NCBI Primer-Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) to obtain amplicons with a size of 50–150 bp and melting temperatures of 59–61 °C. Primer sequences (Sigma, UK) are shown in Table 2. For each qPCR reaction, 10 ng of cDNA or -RT were added to SYBR Green containing supermix (Bioline) in duplicate 96-wells and analysed on a CFX96 C1000 thermal cycler (Bio-Rad, United states). Reactions lacking cDNA (-RT controls) were used to ensure no genomic DNA amplification or contamination of the SYBR mastermix was present. Cycling parameters were 95 °C for 10 min, followed by 45 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 15 s. Subsequently, a melt curve was produced with readings every 1 °C from 65 to 95 °C. Gene expression levels were quantified relative to the housekeeping gene 18 s RNA using the 2^−ΔΔCt^ method [60] and data was expressed as a fold change relative to the untreated control.

**Table 2:** Primer sequences used for qPCR analysis

Gene	Protein name	Forward primer	Reverse primer
*18S rRNA*	18 s ribosomal RNA	CCCAGTGAGAATGCCCTCTA	TGGCTGAGCAAGGTGTTATG
*FGF19*	Fibroblast growth factor 19	GTGGAGATCAGAGCAGTCGC	CTCCTCGAAGGCGCAGTC
*IL-1β*	Interleukin 1 beta	CTCCTCGAAGGCGCAGTC	CCACAAGACAGGTACAGGTTCT
*CSF3*	Colony Stimulating Factor 3	TGAGGAAGATCCAGGCCGATG	AGAGTGTCCCAGCAGCATGAG
*SCX*	Basic helix-loop-helix transcription factor scleraxis	CCCAAACAGATCTGCACCTT	ATCCGCCTCTAACTCCGAAT
*TNC*	Tenascin	AACCCGTCCAAAGAGACCTT	GCGTGGGATGGAAGTATCAT
*MKX*	Homeobox protein Mohawk	AAGGCAAAGGAACCATTCGG	TTAGCTGTCACCCTTATTGGAT
*COL5A1*	Collagen Type V Alpha 1 Chain	AGGAGAGAGAGGCCCAAAAG	CTCCATCAATTCCCTGAGGA
*COMP*	Cartilage oligomeric matrix protein	AGAACATCATCTGGGCCAAC	CGCTGGATCTCGTAGTCCTC
*SOX9*	Transcription factor SOX-9	GCTCTGGAGACTTCTGAACGA	GTAATCCGGGTGGTCCTTCT
*MMP1*	Matrix Metallopeptidase 1 (Interstitial collagenase)	CTTTGATGGACCTGGAGGAA	GAATGGCCAAATTCATGAGC
*MMP3*	Matrix Metallopeptidase 3 (Stromelysin-1)	TGGACCTGGAAAAGTTTTGG	GACCAAGTTCATGAGCAGCA
*MMP8*	Matrix Metallopeptidase 8 (Neutrophil collagenase)	TTTGATGGACCCAATGGAAT	TTCATGGGCAGCAACAATAA
*MMP9*	Matrix Metallopeptidase 9	GAGATCGGGAATCATCTCCA	CCAAGAGTCGCCAGTACCTC
*MMP13*	Matrix Metallopeptidase 13 (Collagenase 3)	GCCACTTTGTGCTTCCTGAT	CGCATTTGTCTGGTGTTTTG

### Immunofluorescence on 2D coverslips

Adult tenocytes (*n* = 3, passage 4–8) were seeded on gelatin (Sigma)-coated coverslips in 24-well plates and stimulated 24 h later with IL-1β (1 nM) for 60 min with or without the NF-κB inhibitors JSH23 (1 μM), IMD0354 (100 nM), or PF-06650833 (100 nM). Complete media without IL-1β or the NF-κB inhibitors served as the unstimulated control. Subsequently, cells were fixed in 3.7% paraformaldehyde for 20 min and permeabilised for 1 h at room temperature with 0.1% triton-X-100/phosphate buffered saline (PBS). Blocking was performed with 2.5% normal horse serum (Vector Laboratories, Peterborough, UK) for 20 min at room temperature. Incubation with the mouse anti NF-κB-p65 primary antibody (Table 3) was carried out in blocking solution overnight at 4 °C. The secondary antibody (1:200; goat anti-mouse IgG Alexaflor 594™, Thermo Fisher) and phalloidin (1:500; Abcam) incubation was performed in blocking buffer for 3 h at room temperature. A secondary antibody-only staining served as the negative control. Coverslips were mounted with Vectashield Hardset containing DAPI (4′,6-diamidino-2-phenylindole, Vector Laboratories). Nuclear staining intensity was quantified by measuring the mean grey scale of the nucleus with ImageJ.

### Confocal imaging analysis of 3D constructs

Tenocyte 3D constructs (*n* = 2, passage 6–7) were prepared for confocal imaging as described [61], with minor modifications. Constructs were incubated with the primary antibody mouse anti-Collagen Type I (Table 3) for 80 h at 37 °C. Subsequently, an anti-mouse secondary antibody (1:200; goat anti-mouse IgG Alexaflor™ 594, Thermo Fisher) and phalloidin (1:500) were incubated for 36 h at 37 °C before an overnight incubation with DAPI (0.5 µg/ml, Fisher Scientific). Prior to tissue clearing, constructs were washed, dehydrated with methanol and cleared with HISTO™-M. Constructs were imaged as described [62]. Constructs were immersed in HISTO™-M on a glass-bottom dish for imaging. Serial optical sections (z-step size: 7.5 µm) of each construct was acquired using a Leica TCS SP8 laser scanning confocal microscope equipped with a motorised stage. Images were acquired with a HC PL FLUOTAR 10×/0.32 dry objective lens, with resolution set to 1024 × 1024 px, a pinhole size of 1 Airy unit, a frame average of 1 and a line average of 1. Tile scans of tendons were captured using light-emitting lasers at 405 (blue channel; DAPI), 488 (green channel; Phalloidin), and 561 (red channel; Alexa Fluor® 594) nm to detect fluorescent signal, with scanning speed set to 600 Hz. All settings, including laser power, were identical for imaging of all constructs. 3D renderings were obtained using Leica LAS X software (version 3.5.5) within the 3D module.

**Table 3:** Primary antibodies used for immunofluorescence

Marker	Species	Dilution	Company
NF-κB (p65)	Mouse	1:100	Thermo Fisher (436,700)
Collagen 1 alpha 1	Mouse	1:100	Novus biologicals (NB600-450)

### Presto blue cell viability assay

Cell viability was determined with the PrestoBlue™ reagent (Thermo Fisher) assay. Tenocytes were seeded in 96-well plates at 1.5 × 10^4^ cells/well in complete media. After 24 h, fresh complete media was added containing IL-1β (1 nM) in the presence and absence of JSH23 (1, 10, and 100 μM), IMD0354 (100, 500 and 1000 nM) or PF-06650833 (100, 500, and 1000 nM). Stimulations were 72 h and media without IL-1β or the NF-κB inhibitors served as the unstimulated control. After incubation, media was removed and 100 μl of diluted (1:10) PrestoBlue™ reagent was added to each well and left to incubate for 30 min at 37 °C. Fluorescence was measured at an excitation wavelength of 560 nm and an emission wavelength of 590 nm on a Tecan plate reader (Infinite M Plex; Tecan, Switzerland) utilising three biological replicates per condition (passage 4–8).

### Interleukin 6 ELISA and cytokine antibody array

IL6 was measured from the conditioned media of adult tenocyte 3D gels (*n* = 4, passage 4–7) treated with IL-1β (1 nM) or control (0 nM) for 14 days, with sample collection on days 4, 7, 10, and 14, respectively. Additionally, IL6 was determined at these time points from the conditioned media of 3D gels exposed to the NF-κB inhibitors JSH23 (1 μM), IMD0354 (100 and 1000 nM), and PF-06650833 (100 and 1000 nM) in the presence and absence of IL-1β (1 nM) with two (JSH23) or three (IMD0354 and PF-06650833) biological replicates per condition (passage 3–7). Collected media were briefly centrifuged at room temperature for 2 min at 10,000 xg, with the remaining supernatant immediately stored at −70 °C until analysis. IL6 was determined with an equine IL6 ELISA kit (R&D systems, US) according to the manufacturer’s instructions. Colorimetric detection was performed on a Tecan plate reader (Infinite M Plex) at 450 nm, with background correction at 540 nm. An eight-point standard curve with four-parameter logistic regression was utilised to calculate absolute IL6 concentrations (pg/ml).

Day 14 conditioned media samples from IL-1β (1 nM) and control (0 nM) 3D culture samples were also analysed for the presence of IL15, IL2, IL4, IL8, MCP-1, VEGFα, IFN-γ, IL-1α, IL1Ra, and IL10 with an equine cytokine array (RayBiotech, US) according to the manufacturer’s instructions. Membranes were imaged on a GBOX ChemiDoc (Syngene, India) with signal intensity quantified with ImageJ and protein levels expressed as fold change relative to the unstimulated control.

### Statistical analysis

All statistical analysis was performed with SPSS (version 28.0; IBM, UK). An independent t-test was utilised to compare two means. When comparing more than two means, a one-way ANOVA with Tukey post-hoc was employed. Normality was checked with the Shapiro–Wilk test and the equality of variance was determined with Levene’s test of homogeneity. If these assumptions were violated, data was log-transformed prior to analysis. If this did not result in a normal distribution of the data the non-parametric Kruskal–Wallis test was performed followed by Dunn’s pairwise comparisons with a Bonferroni correction. Variables measured over time were analysed with a one-way repeated factor ANOVA. If the assumption of sphericity was violated, a greenhouse–geisser correction was applied. When two or more groups were analysed over time, a two-way mixed factor ANOVA with a Tukey or Bonferroni post hoc correction for multiple comparisons was employed. In all cases *p* < 0.05 was considered statistically significant.

## Results

### IL-1β stimulation elicits robust changes in global gene expression patterns and collagen gel remodelling by adult tenocytes after 14 days in 3D culture

As described [27], IL-1β reduces 3D collagen gel contraction by equine adult tenocytes and modulates tendon-associated and extracellular matrix remodelling gene expression in 2D culture. Therefore, we harvested 3D constructs at day 14 to characterise morphological and transcriptomic responses to IL-1β stimulation. 

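The first batch of RNA sequencing covered 5 equine tenocyte lines, which are adult tendon cells grown from individual horses. Each line was kept in 3D collagen gels for 14 days with 1 nM IL-1β or without it (control), which gave 10 libraries, 1 control and 1 IL-1β library for each of lines 1 to 5. The authors assigned paired-end reads to EquCab3.0 transcripts with Salmon, summed them to genes with tximport and normalised the gene counts with DESeq2. The deposited values are these normalised counts for 29196 gene names, with each batch in a table of its own. Their sums, with M for counts × 1e6, were 43.4 to 47.5 M per control library (median 44.3 M) and 43.8 to 49.2 M per IL-1β library (median 44.6 M). The paper reports 30.7 to 46.2 M reads per sample over both batches, whereas the values given here are normalised counts. In the low values, 1 read was worth 0.875 to 1.21 normalised counts depending on the library. Only 81.9% to 84.3% of the low values of a library were close to whole reads, so reads were not recovered and no count model was fitted. Differential expression was tested with limma on log2(normalised count + 1), with Benjamini-Hochberg adjustment, over the 14719 genes with at least 10 normalised counts in at least 5 libraries. A DE gene had an adjusted p under 0.05 and an absolute log2-fold change of at least 1, the thresholds of the paper. Fold changes are on the log2(normalised count + 1) scale, which understates the change of genes with low counts. Against a group whose libraries were all at or under 3 normalised counts, a fold is given as a lower bound. The 10 genes with the most counts took 6.79% to 10.0% of a library.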

Whole-mount confocal microscopy revealed differences in gel size (Fig. 1A), with the IL-1β constructs approximately two-fold wider than control by day 14 (Online Resource 1 and 2). 

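In a principal component analysis of the 14719 tested genes of the first batch, with each gene scaled to unit variance, PC1 held 36.8% of the variance, PC2 18.3% and PC3 13.6%. PC1 scores were 63.4 ± 32.1 (SD, n = 5 lines) in the IL-1β libraries, with a range of 23.7 to 112.6. The control libraries scored −63.4 ± 32.9 (SD, n = 5 lines), with a range of −93.2 to −23.4. The group means differed by more than the spread between lines (two-sided exact permutation test, p = 0.00794). This is the smallest p that the 252 arrangements of 5 against 5 libraries allow. The arrangements ignore that each line gave a library to both groups, so this p takes no account of the pairing. In every line the IL-1β library scored above its control. PC1 held most when the analysis was restricted to the 500 genes with the largest variance, without scaling, at 58.6%.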

Transcriptomic analysis revealed clear segregation of the five control and five IL-1β samples by principal component analysis (PCA; Fig. 1B). Of the 18,435 filtered genes, quantitative analysis (adjusted *p* value < 0.05 and log2-fold change ± 1) yielded 2517 DE genes impacted by IL-1β (Fig. 1C); of these, 954 were upregulated (Online Resource 3) and 1563 were downregulated (Online Resource 4), respectively (Fig. 1D), with selected genes showing good agreement with in-house qPCR analysis (Fig. 1E). 

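Of the 14719 genes tested in the first batch, 1885 were DE, 722 of them upregulated and 1163 downregulated by IL-1β (limma with Benjamini-Hochberg adjustment). The change had the same direction in all 5 lines for 1840 of these genes, and 5814 genes had an unadjusted p under 0.05. The alternative that moved the count most was the adjusted p alone, without the fold-change threshold, which gave 4078 genes. The largest log2-fold changes among DE genes that changed the same way in every line and whose names are not LOC numbers were 12.45 for CSF3 and 10.28 for CXCL2 on the upregulated side, and −7.73 for ASPN, −7.59 for ITGA11 and −7.55 for ACAN on the downregulated side. CXCL2 belongs to a family of similar chemokine genes among which the counting could have split reads, so its value is uncertain. Of the 1563 genes in Online Resource 4, 1335 passed the filter used here, all 1335 had a negative log2-fold change, and 1131 were DE. That list was drawn from these same libraries, so the agreement is not independent evidence. All 9 genes of Fig. 1E were DE in the direction shown there. Among the 6 downregulated ones, the log2-fold change was −1.82 for COL5A1, −3.07 for TNC, −4.08 for COMP, −2.97 for SOX9, −4.25 for SCX and −3.95 for MKX, each lower with IL-1β in 5 of 5 lines, with adjusted p between 0.00114 for SOX9 and 0.0207 for TNC. Leaving out line 2 raised the adjusted p of TNC to 0.0904, and leaving out line 1 raised that of COMP to 0.0685.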

A panel of ten cytokines and chemokines were analysed from the conditioned media of 3D gels at day 14. Of these, only IL8, MCP1, and VEGFα were detected across both conditions (Fig. S1A) and only IL8 was upregulated following IL-1β stimulation (Fig. S1B). The cytokines *IL2* and *IL4* had zero counts mapped to their respective genes across both conditions (Online Resource 5) and only IL8 was significantly upregulated at both the mRNA (Fig. S1C) and secreted protein level (Fig. S1B) following IL-1β stimulation.

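IL2 and IL4 were listed at 0 in all 10 libraries of the first batch and in all 9 of the second. A listed 0 can come from the assignment of reads to transcripts, since EIF2S2, a translation factor that cells in general express, was also listed at 0 in some of these libraries. CXCL8, the gene of IL8, had 193714 ± 163733 normalised counts (SD, n = 5 lines) with IL-1β and 681 ± 1227 (SD, n = 5 lines) in control. Its log2-fold change was 9.87 (standard error 1.14, adjusted p = 2.61e-04 from limma), and the ratio within a line ranged from 5.22 to 12.89 on the log2 scale. CCL2, the gene of MCP1, rose by a log2-fold change of 2.94 (standard error 0.47, adjusted p = 0.00155) and was higher in 5 of 5 lines. VEGFA was higher in 4 of 5 lines, with a log2-fold change of 0.51 (standard error 0.33, adjusted p = 0.283), and of 0.31 without line 4.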

**Fig. 1:**
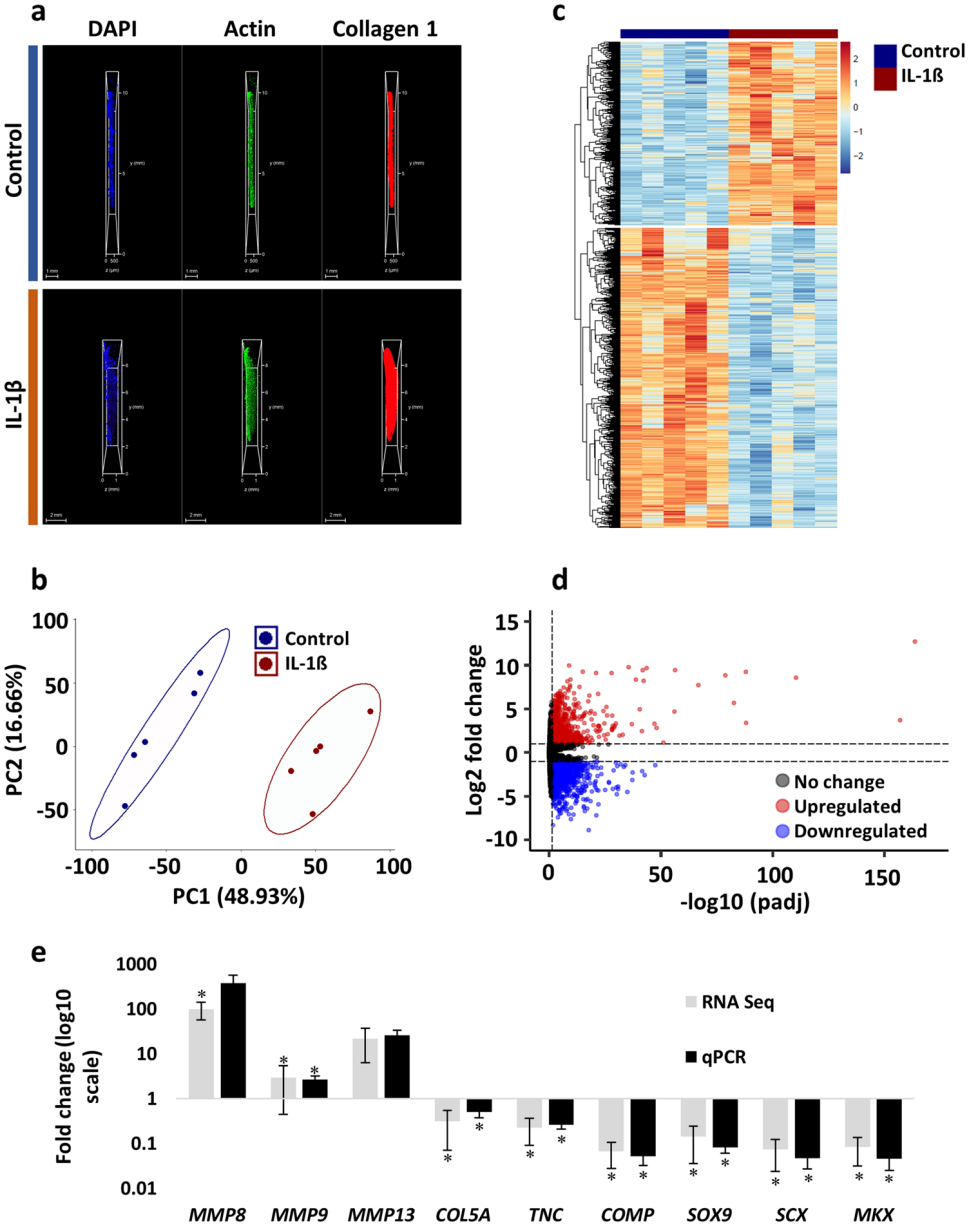
Morphological and transcriptomic responses of equine adult tenocytes exposed to IL-1β for 14 days in 3D culture. **A** Whole-mount confocal images of the tendon constructs at day 14; collagen 1 is shown in red, actin filaments in green and nuclear staining by DAPI is shown in blue. Scale bars = 1 mm for the control and 2 mm for the IL-1β samples. Images are representative of *n* = 2. **B** PCA of global gene expression profiles from five biological replicates in control (blue) and IL-1β (red) conditions. **C** Heatmap depicting the 2517 DE genes (adjusted *p* value < 0.05 and log2-fold change ± 1). Samples are visualised in columns (control blue, IL1-β red) and genes are represented and clustered (euclidean) by row. **D** Volcano plot highlighting the 18,435 genes in the final dataset; red (*n* = 954) and blue (1563) dots represent the significantly up-and-down regulated genes, respectively. The X-axis represents the -log 10 (adjusted *p* value) and the y-axis depicts the log2-fold change. **E** In-house qPCR validation of nine genes impacted by IL-1β. Values are mean ± SEM (*n* = 5) of fold change versus the unstimulated control. *denotes *p* < 0.05 versus control determined by the Wald test (RNA Seq) or an Independent t-test (qPCR)

### Enrichment analysis reveals NF-_KB_ as the primary inflammatory pathway activated by IL-1β in adult equine and murine tenocytes in 3D culture

GO and Enrichr pathway analysis was performed on the DE genes impacted by IL-1β (Fig. 2A and B). Heatmaps were constructed with the normalised counts for the upregulated and downregulated DE genes present in the top enrichment terms for GO (Fig. 2A, right image) and Enrichr (Fig. 2B, right image). The top hits for the GO were ‘inflammatory response’ (upregulated; Fig. S2A) and ‘anatomical structure development’ (downregulated; Fig. S2B). Furthermore, the top hits for Enrichr were ‘Interleukin 1 regulation of the extracellular matrix’ (upregulated; Fig. S2C) and ‘TGF-beta regulation of the extracellular matrix’ (downregulated; Fig. S2D). 

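Of the 39 genes that the Enrichr table lists for the Interleukin-1 regulation of extracellular matrix, 37 passed the filter in the first batch. All 37 had a higher mean with IL-1β, 36 were DE after adjustment over all genes tested, and 37 were DE when adjusted over the list alone. The list was drawn from DE genes of these libraries, so the count over the list alone is not independent evidence. Their median log2-fold change was 3.69. The rotation set test fry, run on the same fit and adjusted over the 9 lists tested, gave an adjusted p of 3.91e-06 for this list in the upward direction. In the second batch, whose libraries took no part in choosing the list, 39 genes were tested and 39 had a higher mean with IL-1β. There the median log2-fold change was 3.57 and the adjusted p of the set was 0.00550. In that batch 6 genes were DE over all genes tested (26 with the tenocyte line as a block) and 24 when adjusted over the list alone.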

We next determined which specific inflammatory pathway was enriched in the GO and Enrichr analysis of the 954 upregulated DE genes. 

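Short lists of signalling genes were set for pathways and tested in the first batch with fry. It tests whether a list moves as a set, and its p was adjusted over the 9 lists tested. The lists measure mRNA of pathway genes and not pathway activity, so they cannot show which pathway was active. The paper had already named NFKB1, NFKB2, NFKBIA and NFKBIZ as raised in these libraries, so their part in the NF-κB list is not independent evidence. The NF-κB list (NFKB1, NFKB2, REL, RELA, RELB, NFKBIA, NFKBIB, NFKBIE, NFKBIZ, IKBKB, IKBKE and CHUK) moved upwards (adjusted p = 3.91e-06), with 12 of 12 genes higher in IL-1β and 6 DE, both over all genes and when adjusted over the list alone. For the JNK list (JUN, MAP2K4, MAP2K7, MAPK8, MAPK9 and MAPK10, of which 5 were tested) the adjusted p was 0.697. It held 0 DE genes by either adjustment, and 3 genes had an unadjusted p under 0.05. The direction given by the test was downward, and upward with the tenocyte line as a block (adjusted p = 0.912). The p38 list (MAPK11, MAPK12, MAPK13, MAPK14, MAP2K3 and MAP2K6) moved downwards, with an adjusted p of 0.00477, a median log2-fold change of −0.48 and 5 of 6 genes lower. Its 1 DE gene, also when adjusted over the list alone, was MAP2K6, which fell by 1.74 on the log2 scale. Of the STAT3/5 list (STAT3, STAT5A, STAT5B, JAK1, JAK2 and SOCS3), 5 genes were tested, 4 of them higher, with 0 DE by either adjustment and 3 at an unadjusted p under 0.05. Its adjusted p was 0.0669 upward, and 0.00385 with the tenocyte line as a block.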

The proinflammatory JNK, P38-MAPK, ERK and STAT3/5 pathways were not enriched in either analysis, but the NF-_K_B pathway was enriched in both the GO (Online Resource 6) and Enrichr (Online Resource 7) analysis. Accordingly, multiple NF-_K_B regulatory genes (*NFKB1, NFKB2, NFKBIZ, NFKBIA*) and direct targets (*IL6, TNFα, IL1α*) were upregulated by IL-1β (Fig. 2C). Furthermore, secreted IL6 was enhanced by IL-1β throughout the 14-day culture period, but was undetectable in control samples (Fig. 2D). 

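NFKBIZ rose from 599 ± 120.0 normalised counts (SD, n = 5 lines) in control to 6298 ± 868 (SD, n = 5 lines) with IL-1β, a log2-fold change of 3.40 (standard error 0.14, adjusted p = 7.10e-07 from limma). The log2-fold change was 1.88 for NFKB2, 1.66 for NFKBIA and 1.59 for NFKB1, with adjusted p of 3.20e-04, 2.31e-04 and 1.87e-04. All 4 genes were higher in 5 of 5 lines. IL1A had a log2-fold change of 8.40 (standard error 0.83, adjusted p = 1.18e-04), and IL1B, which was at or under 0.93 normalised counts in every control library, was at least 79.0-fold higher with IL-1β. TNF did not pass the filter. With IL-1β it was listed at 0.86, 56.3, 0, 0 and 23.4 normalised counts in lines 1 to 5, and the control library of line 2 had 0.77 while the other control libraries were listed at 0. Of the 24 genes read from Fig. 2C, 22 were tested, leaving out TNF and IL17RB, and all 22 were DE and upregulated over all genes tested and when adjusted over the list alone. The paper chose these genes on the same libraries, so this is not independent evidence. Among the second-batch libraries 24 of the 24 had a higher mean with IL-1β, 3 were DE over all genes tested (16 with the tenocyte line as a block) and 17 when adjusted over the list alone. The set test gave an adjusted p of 3.83e-07 in the first batch and 0.00179 in the second.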

Subsequently, we cross-refenced our transcriptomic results with a recent study [29] which utilised a rat Achilles’ tenocyte 3D model; of the 133 shared genes augmented by IL-1β (Fig. 2E), multiple NF-_K_B genes and target products (*NFKBIA, NFKBIZ, IRAK3, IL6, IL1α*) were present (Online Resource 8). 

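Online Resource 8 lists the genes raised by IL-1β in both studies. The paper's text gives a larger number for this overlap than its Fig. 2E does, and the list used here has the size shown in the figure. Of these genes, 110 passed the filter in the first batch, 110 had a higher mean with IL-1β, 104 were DE over all genes tested and 109 when adjusted over the list alone, which is not independent evidence because these libraries were used to choose the list. Their median log2-fold change was 1.92. All genes of the list were tested in the second batch and had a higher mean with IL-1β. There 8 were DE over all genes tested (62 with the tenocyte line as a block) and 50 when adjusted over the list alone, and the set moved upwards with an adjusted p of 0.0108 and a median log2-fold change of 1.87. IRAK3 had 987 ± 167 normalised counts (SD, n = 5 lines) with IL-1β and 413 ± 105 (SD, n = 5 lines) in control, a log2-fold change of 1.28 (adjusted p = 0.00112 from limma, higher in 5 of 5 lines).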

Consistent with recent findings [23, 27], these analyses suggest that IL-1β elicits its proinflammatory effects by activating the NF-_K_B pathway.

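Within the NF-κB list of the first batch, the log2-fold change was 2.04 for IKBKE, 1.11 for RELB, 0.81 for REL, 0.79 for NFKBIB, 0.65 for NFKBIE and 0.24 for IKBKB. RELA changed by 0.06 (adjusted p = 0.569 from limma) and CHUK by 0.05 (adjusted p = 0.729), so the subunit p65 and the kinase IKKα, which these genes encode, differed at the mRNA level by less than the spread between lines. Without line 3, RELA changed by 0.0276 and CHUK by −0.0277. The median log2-fold change over the 12 genes was 0.96, against −0.0034 over all 14719 genes tested. The paper reasons from the enrichment of the NF-κB pathway among the upregulated genes, the higher expression of its regulators and targets, and their presence among the genes shared with the rat study, and from these it proposes that IL-1β acts through NF-κB.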

**Fig. 2:**
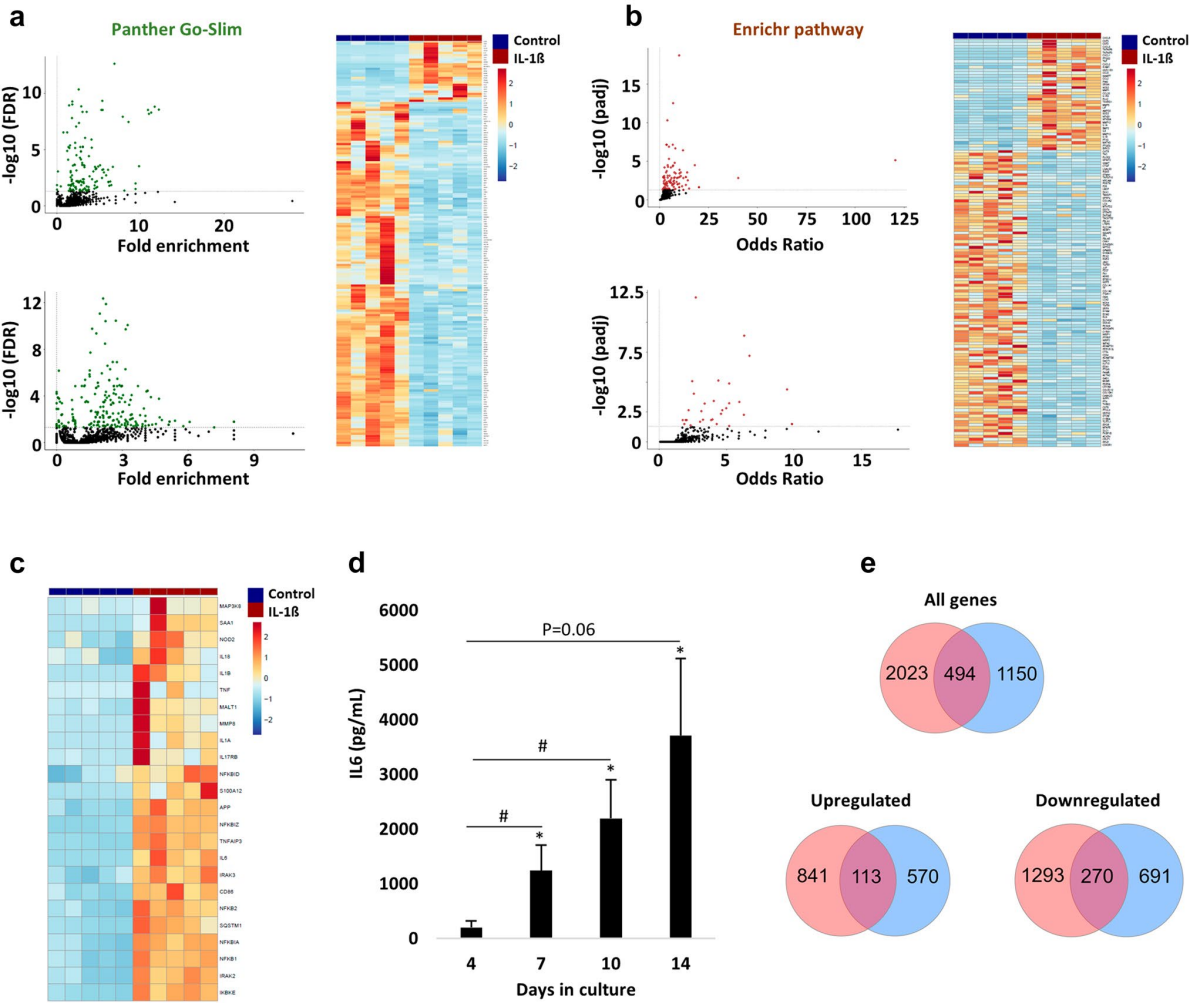
Enrichment analysis, IL6 secretion, and overlap of DE genes impacted by IL-1β in 3D culture.** A** Scatter plots highlighting the GO biological processes terms. Significant terms (FDR < 0.05) are shown in green for the upregulated (upper, *n* = 159 hits) and downregulated (lower, *n* = 198 hits) DE genes. The heatmap shows the DE genes (normalised counts) mapping to ‘Inflammatory response’ (top cluster) and ‘Anatomical structure development’ (bottom cluster); samples are visualised by column (control in blue, IL-1β in red) and genes are visualised and clustered (euclidean) by row. **B** Scatter plots highlighting the Enrichr pathway analysis. Significant terms (padj < 0.05) are shown in red for the upregulated (upper, *n* = 104 hits) and downregulated (lower, *n* = 31 hits) DE genes. The heatmap shows the DE genes (normalised counts) mapping to ‘Interleukin-1 regulation of ECM’ (top cluster) and ‘TGF-beta regulation of ECM’ (bottom cluster); samples are visualised by column (control in blue, IL-1β in red) and genes are visualised and clustered (euclidean) by row. **C** Heatmap depicting various NF-_K_B regulatory and target genes (normalised counts) significantly upregulated by IL-1β. Samples are visualised by column and genes are visualised and clustered (euclidean) by row. **D** Secretion of IL6 measured from the conditioned media of 3D constructs throughout the 14-day culture period. No IL6 was detected in the control samples. *and # denotes *p* < 0.05 versus control (i.e., 0) and day 4 (IL-1β condition), respectively, determined by Bonferroni post hoc following a significant (*p* < 0.05) two-way ANOVA. Values are mean ± SEM (*n* = 4). **E** Overlap of DE genes with Gehwolf et al. [29] after applying the same statistical filtering (adjusted *p* value < 0.05 and log2-fold change ± 1). Red (our data), blue [29]

### The NF-_KB_ P65 translocation inhibitor JSH23 confers little rescue to adult tenocytes in the presence of IL-1β

As the NF-_K_B P65 protein rapidly shuttles from the cytosol to the nucleus following transient IL-1β exposure [27], we pharmacologically inhibited NF-_K_B signalling with the P65 translocation inhibitor JSH23. We selected a 1 µM dose for the initial immunofluorescence experiments as this was sufficient to inhibit P65 translocation when co-administered with IL-1β (Fig. 3A). However, this dose did not rescue IL-1β-induced changes in gene expression (Fig. 3B). Prior to performing 3D culture experiments, we tested higher doses of JSH23 (10 and 100 µM) and observed no adverse effect on cell viability after 72 h stimulation in 2D culture (Fig. S3A). Day 14 collagen gel size was examined following JSH23 concentrations ranging from 1 to 50 µM in the presence and absence of IL-1β; all doses failed to restore tenocyte gel contraction when co-administered with IL-1β (Fig. 3C). These impairments in 3D collagen gel contraction were not due to differences in cell survival at day 14, although there was a trend for a decrease in survival with the provision of 25–50 µM doses when administered with IL-1β (Fig. S3B). Finally, JSH23 (1 µM) did not attenuate IL-1β-induced increases in IL6 secretion over the 14-day culture period (Fig. 3D).

**Fig. 3:**
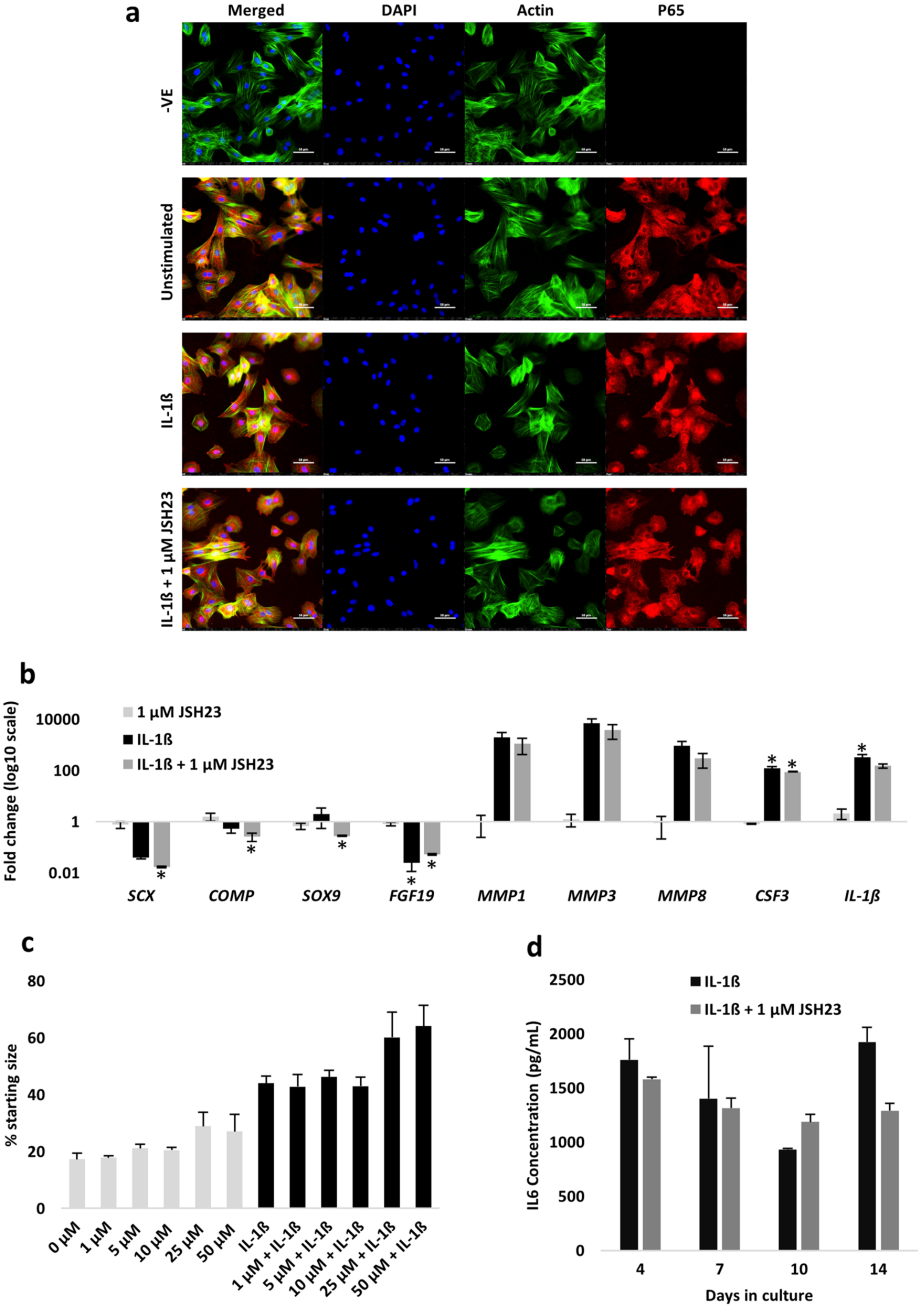
P65 inhibition by JSH23 does not restore tenocyte gene expression, collagen gel contraction or IL6 secretion in the presence of IL-1β. **A** 2D immunofluorescence staining of P65 cytosol/nuclear shuttling following 60 min of IL-1β stimulation (1 nM) with and without JSH23 (1 µM). Unstimulated cells served as the control. P65 is shown in red, actin filaments in green, and nucleus staining by DAPI in blue. Scale bar = 50 µM. Images are representative of three biological replicates. **B** Fold change in gene expression following 72 h stimulation with JSH23 (1 µM), IL-1β (1 nM), or both. Unstimulated cells served as the control (i.e., 1). *Denotes *p* < 0.05 versus control with Tukey or Dunn post hoc following a significant (*p* < 0.05) one-way or Kruskal–Wallis ANOVA. Values are mean ± SEM (*n* = 3). **C** Day 14 gel size expressed as a percentage relative to day 0. Concentrations of JSH23 ranged from 1–50 µM with (black bars) and without (grey bars) IL-1β (1 nM), respectively. Values are mean ± SEM (*n* = 2). **D** IL6 secretion over the 14-day 3D culture period with IL-1β (1 nM) or IL-1β (1 nM) + JSH23 (1 µM). No IL6 was detected in the JSH23 (1 µM)-only or control conditions. Values are mean ± SEM (*n* = 3)

### Inhibition of IKKβ by IMD0354 does not rescue IL-1β-induced changes in gene expression, collagen gel contraction or IL6 secretion

Pharmacological inhibition of IKKβ attenuates inflammatory gene expression and IL6 secretion in human tenocytes stimulated with IL-1β in 2D culture [23]. Therefore, we exposed adult tenocytes to IL-1β with and without the IKKβ inhibitor IMD0354. A concentration of 100 nM had no impact on cell viability after 72 h in 2D culture (Fig. S4A) but reduced P65 nuclear translocation when co-administered with IL-1β for 60 min (Fig. 4A). However, IMD0354 did not rescue the impact of IL-1β on 2D gene expression after 72 h (Fig. 4B) or 3D gel contraction over two-weeks (Fig. 4C); the latter was not attributed to differences in cell survival at day 14 (Fig. S4B). Furthermore, IKKβ inhibition did not reduce IL-1β-induced increases in IL6 secretion in 3D culture (Fig. 4D).

**Fig. 4:**
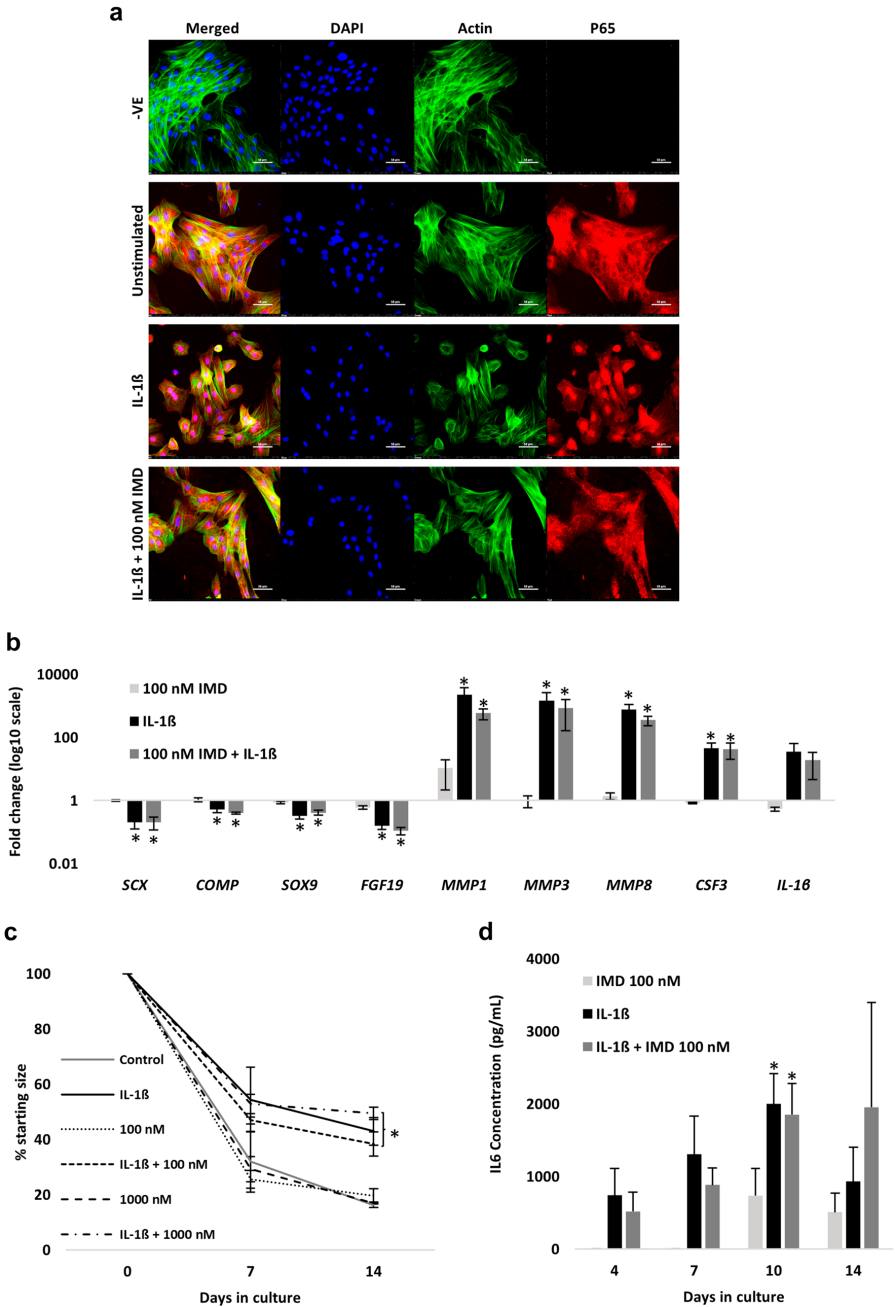
IKKβ inhibition by IMD0354 does not rescue the impact of IL-1β on tenocyte gene expression, collagen gel contraction or IL6 secretion. **A** 2D immunofluorescence staining of P65 cytosol/nuclear translocation following 60 min of IL-1β stimulation (1 nM) with and without IMD0354 (100 nM). Unstimulated cells served as the control. P65 is shown in red, actin filaments in green, and nucleus staining by DAPI in blue. Scale bar = 50 µM. Images representative of *n* = 3. **B** Fold change in gene expression following 72 h stimulation with IMD0354 (100 nM), IL-1β (1 nM), or both. Unstimulated cells served as the control (i.e., 1). *denotes *p* < 0.05 versus control with Tukey or Dunn post hoc following a significant (*p* < 0.05) one-way or Kruskal–Wallis ANOVA. Values are mean ± SEM (*n* = 3). **C** Changes in collagen gel size over the 14-day period expressed as a percentage relative to day 0. Concentrations of IMD0354 were 100 and 1000 nM, respectively, with and without IL-1β (1 nM). Values are mean ± SEM (*n* = 3). *denotes *p* < 0.05 versus control and IMD3054-only conditions following a significant (*p* < 0.05) two-way (time x condition) ANOVA. **D** IL6 secretion over the 14-day 3D culture period with IL-1β (1 nM) or IL-1β (1 nM) + IMD0354 (100 nM). No IL6 was detected in the control conditions. Values are mean ± SEM (*n* = 3). *denotes *p* < 0.05 versus control following a significant (*p* < 0.05) two-way (time x condition) ANOVA. IMD = IMD0354

### Inhibition of IRAK4 by PF-06650833 modestly attenuates gene expression in 2D culture, but does not rescue 3D gel contraction or IL6 secretion

Next, we tested PF-06650833, a selective and potent inhibitor of IRAK4, a downstream kinase of the IL1 receptor which mediates NF-_K_B signalling [50]. PF-06650833 administered at 100 nM attenuated inflammatory gene expression in human stromal cells exposed to IL-1β in 2D culture [52] and is well-tolerated over a wide range of doses in humans [63]. Concentrations of 100–1000 nM did not influence cell viability (Fig. S5A) and 100 nM blocked P65 nuclear translocation (Fig. 5A) and prevented significant IL-1β-induced changes in *FGF19, MMP3*, and *IL-1β* gene expression in 2D culture (Fig. 5B). However, 100 and 1000 nM had no impact on 3D collagen gel contraction (Fig. 5C); this was not due to differences in cell survival at day 14 (Fig. S5B). Lastly, 100 nM of PF-06650833 did not attenuate IL6 secretion in the presence of IL-1β (Fig. 5D).

**Fig. 5:**
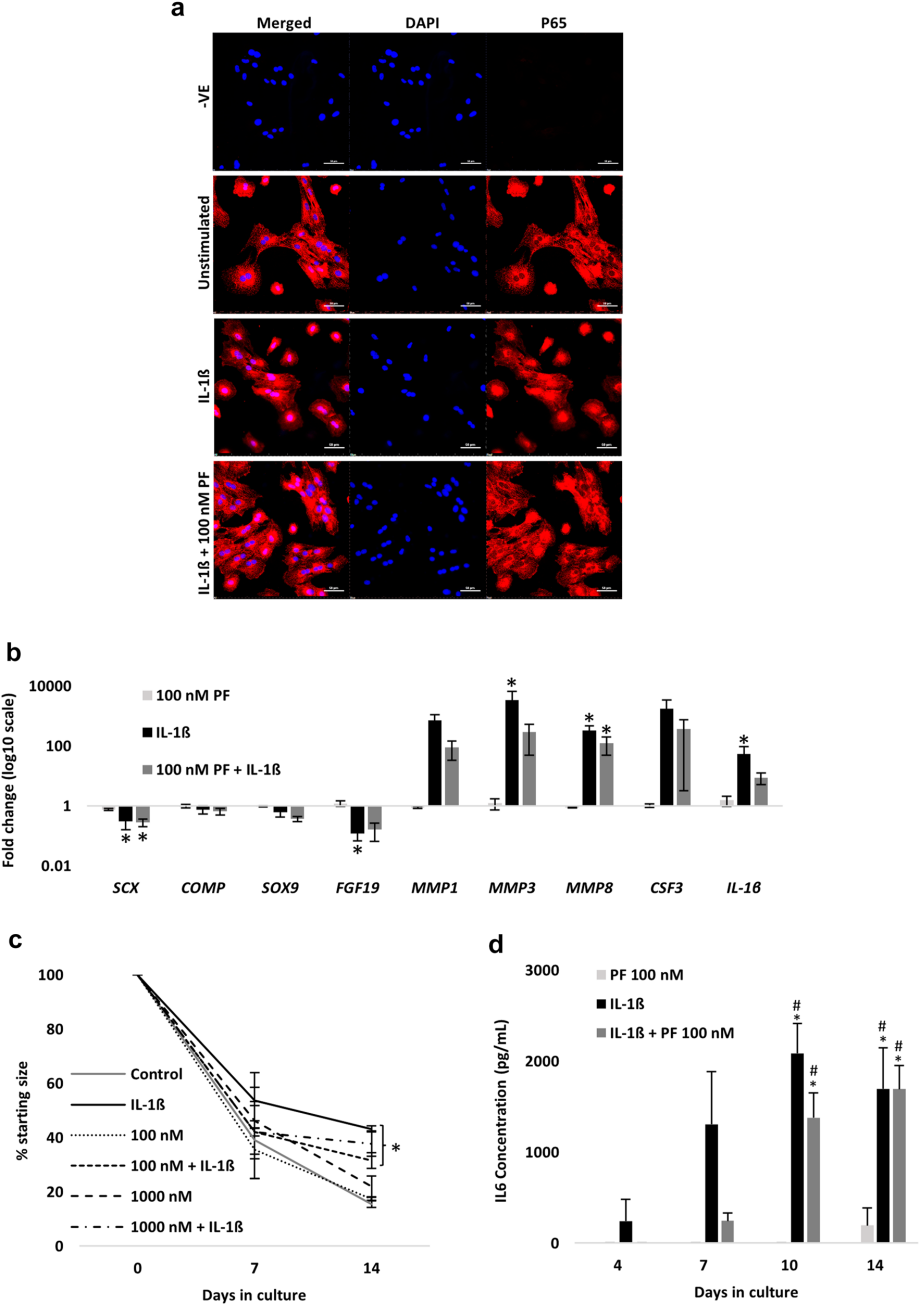
IRAK4 inhibition by PF-06650833 confers moderate rescue of tenocyte gene expression in the presence of IL-1β. **A** 2D immunofluorescence analysis of P65 cytosol/nuclear staining following 60 min of IL-1β stimulation (1 nM) with and without PF-06650833 (100 nM). Unstimulated cells served as the control. P65 is shown in red and nucleus staining by DAPI in blue. Scale bar = 50 µM. Images are representative of three biological replicates. **B** Fold change in gene expression following 72 h stimulation with PF-06650833 (100 nM), IL-1β (1 nM), or both. Unstimulated cells served as the control (i.e., 1). *denotes *p* < 0.05 versus control with Tukey or Dunn post hoc following a significant (*p* < 0.05) one-way or Kruskal–Wallis ANOVA. Values are mean ± SEM (*n* = 3). **C** Changes in collagen gel size over the 14-day period expressed as a percentage relative to day 0. Concentrations of PF-06650833 were 100 and 1000 nM, respectively, with and without IL-1β (1 nM). Values are mean ± SEM (*n* = 3). *denotes *p* < 0.05 versus control and PF-06650833-only conditions following a significant (*p* < 0.05) two-way (time x condition) ANOVA. **D** IL6 secretion over the 14-day 3D culture period with IL-1β (1 nM), PF-06650833 (100 nM), or IL-1β (1 nM) + PF-06650833 (100 nM). No IL6 was detected in the control condition. Values are mean ± SEM (*n* = 3). * and # denotes *p* < 0.05 versus control and PF-06650833 (100 nM), respectively, following a significant (*p* < 0.05) two-way (time x condition) ANOVA. PF = PF-06650833

### Modulation of the equine tenocyte transcriptome by IL1Ra

Given none of the NF-_K_B inhibitors tested could attenuate the effect of IL-1β in 3D culture (gel contraction, IL6 secretion), we utilised the IL1 inhibitor demonstrated to fully restore collagen gel contraction when co-administered with IL-1β: the IL1 receptor antagonist protein IL1Ra [27]. This protein also blocks IL-1β-induced P65 nuclear translocation in equine tenocytes cultured in 2D [27]. Therefore, we harvested 3D collagen gels after 14 days of IL-1β stimulation (1 nM) with and without the provision of IL1Ra (100 ng/ml) and examined global gene expression profiles. As IL1Ra administered in isolation to equine tenocytes cultured in 3D had little impact on gene expression (Fig. S6A), these samples were not sent for RNA Sequencing. This resulted in three conditions: (1) unstimulated (negative) control, (2) IL-1β (positive) control and, (3) IL-1β + IL1Ra.

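The second batch covered 3 further tenocyte lines (lines 6 to 8), each kept in 3D collagen gels for 14 days in the 3 conditions, control, 1 nM IL-1β, and 1 nM IL-1β with 100 ng/ml IL1Ra, a protein that blocks the IL-1 receptor. This gave 9 libraries, 1 per line and condition. The authors processed these reads as in the first batch and normalised them separately, so every test was made within this batch, and levels are not compared across the batches. Sums of normalised counts, in the same unit, were 25.0 to 28.7 M per control library (median 28.0 M), 27.7 to 34.6 M per IL-1β library (median 30.6 M) and 26.7 to 30.0 M per IL-1β + IL1Ra library (median 29.7 M). Of the low values of a library, 79.7% to 86.4% were close to whole reads, and 1 read was worth 0.860 to 1.12 normalised counts. The 10 genes with the most counts took 4.99% to 13.8% of a library. The 16705 genes with at least 10 normalised counts in at least 3 libraries were tested, with the 3 conditions in one limma fit that shares the spread between lines. Every line appears in each condition, and a fit with the line as a block was made beside the one without it. In simulated data of this size, 200 genes were changed by 2 on the log2 scale, equally in every line. Differences between lines were drawn from the spread of the control libraries, capped and scaled down. The fit without the block recovered 56.5% of the changed genes with 0 false calls, and the fit with it 99% with 7. In the data the change of a gene could differ between lines, as for MMP13 (log2 ratios of IL-1β to control of 8.14, 2.58 and 3.78 in lines 6, 7 and 8). These shares may therefore be too high for the data.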

The provision of IL1Ra fully restored tenocyte function in the presence of IL-1β, with similar contraction rates versus control (Fig. S6B). Additionally, day 14 transcriptomic analysis revealed that the IL-1β + IL1Ra treatment elicited fewer significant changes in gene expression (150) than IL-1β alone (590) versus control (Fig. 6A). 

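With lines 6 to 8, 57 of the 16705 genes tested were DE between IL-1β and control, and 2 were DE between IL-1β + IL1Ra and control (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 the counts were 1907 and 948. The alternative that moved both counts most among those fitted on all libraries was the tenocyte line as a block, which gave 865 and 42 DE genes. The counts also rested on single lines. Leaving out line 6 gave 364 and 63 DE genes, while leaving out line 7 or line 8 gave 0 and 0. A gene past the threshold in one comparison and not in the other is not shown to differ between them, so the change left with IL1Ra was measured in each line on the DE genes of the first batch, which come from other libraries. For the 707 upregulated genes, the mean log2 ratio of IL-1β + IL1Ra to control was 42.4% of that of IL-1β to control in line 6, 76.3% in line 7 and 73.9% in line 8, a mean of 64.2% ± 18.9 (SD, n = 3 lines). For the 1122 downregulated genes it was 30.5%, 88.7% and 63.5%, a mean of 60.9% ± 29.2 (SD, n = 3 lines). The share was below 100% in 3 of 3 lines for both sets (two-sided exact sign-flip test, p = 0.250, the smallest that 3 lines allow, so the design cannot reach 0.05). With IL1Ra, 595 of the upregulated genes (84.2%) and 948 of the downregulated genes (84.5%) had a log2-fold change against control closer to 0 than with IL-1β alone.

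**Figure D1:**
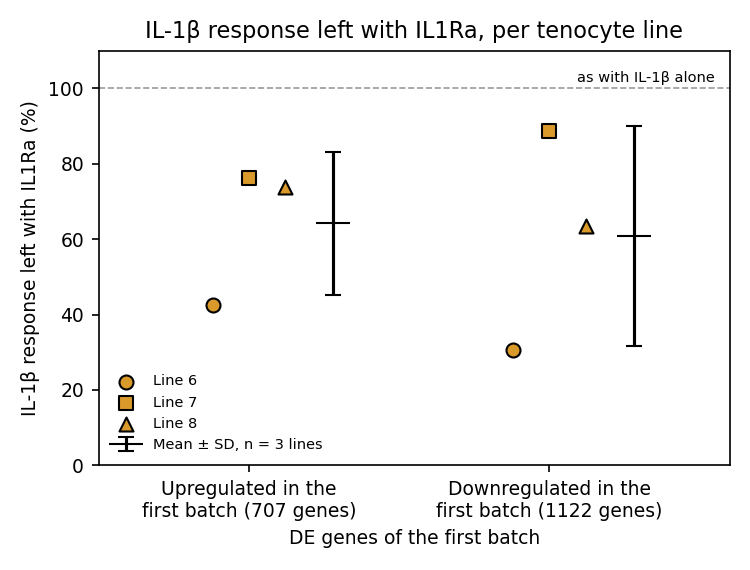
Share of the IL-1β response left with IL1Ra in each line of the second batch, in percent, for the 707 upregulated and 1122 downregulated DE genes of the first batch, with the mean and SD of 3 lines as bars. Line 6 lies lowest in both sets, at 42.4% and 30.5%.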

Consistent with the first batch of global gene expression analysis, genes impacted by IL-1β included *MMP3*, *MMP8*, *MMP13*, *CSF3, IL6, IL-1β*, *TNC* and *SOX9*; the nucleotide metabolism genes *ENPP1, 2,* and* 5*; and the ECM gene *AB13BP*, respectively (Online Resource 9). 

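In lines 6 to 8 the log2-fold change of IL-1β against control was 9.11 for IL6, which was DE (standard error 0.97, adjusted p = 0.0155 from limma, higher in 3 of 3 lines, 147244 ± 18055 normalised counts with IL-1β against 336 ± 287 in control, SD, n = 3 lines). The other genes were not DE in the fit without the tenocyte line as a block. CSF3 rose by 11.29, MMP8 by 6.33, MMP3 by 5.70 and MMP13 by 4.84, and with IL1B all were higher in 3 of 3 lines, with adjusted p from 0.0621 for IL1B to 0.285 for MMP13. IL1B was at or under 2.01 normalised counts in every control library and was at least 22.9-fold higher with IL-1β. The change was −3.69 for ABI3BP, −3.03 for SOX9, −2.77 for ENPP1, −2.25 for TNC and −1.87 for ENPP5, each lower in 3 of 3 lines, with adjusted p from 0.0501 for ABI3BP to 0.203 for ENPP5. ENPP2 rose by 2.52 and was higher in 2 of 3 lines (adjusted p = 0.484), and it rose by 1.46 without line 6 and by 4.18 without line 7. MMP13 rose by 3.18 without line 6. With the line as a block, these genes were DE with adjusted p between 0.00294 for IL6 and 0.0361 for MMP13, except ENPP2, whose adjusted p was 0.181. Across the 14478 genes tested in both batches, the log2-fold changes of the batches had a Pearson correlation of 0.840 and a Spearman correlation of 0.769, where genes are not independent replicates. The sign was the same for 1785 of the 1829 first-batch DE genes tested in both (97.6%), and 56 of the 57 DE genes of the second batch were DE in the first. With the tenocyte line as a block, 723 of the 865 DE genes of the second batch were DE in the first.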

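In the comparison of IL-1β + IL1Ra with control, the log2-fold change was 8.03 for IL6, 8.01 for CSF3 and 4.91 for MMP8. IL1B was at least 7.13-fold higher. Each was higher in 3 of 3 lines of the second batch, with adjusted p of 0.0779, 0.618, 0.545 and 0.637 from limma, in that order. IL1B had 2.93, 48.4 and 12.9 normalised counts with IL-1β + IL1Ra in lines 6, 7 and 8, and 2.01, 0 and 0 in control. Its bound rests mainly on line 7, and in line 6 both values were under 3. With the tenocyte line as a block IL6 (adjusted p = 0.0210) and MMP8 (adjusted p = 0.0498) were DE, while CSF3 (adjusted p = 0.102) and IL1B (adjusted p = 0.206) were not. The change with IL1Ra was −0.59 for TNC, −1.59 for SOX9, −0.28 for ENPP1, −0.44 for ENPP2, 0.23 for ENPP5 and −0.94 for ABI3BP, all with adjusted p above 0.9. Leaving out 1 line turned the direction of ENPP1 (0.05 without line 7), ENPP2 (0.22 without line 7) and ENPP5 (−0.18 without line 7). TNC was at −0.11 without line 7 and −1.05 without line 8, and ABI3BP at −0.31 without line 7 and −1.68 without line 6. In a direct comparison of IL-1β with IL-1β + IL1Ra, TNC was lower with IL-1β alone by a log2-fold change of −1.66. SOX9 was lower by −1.44, ENPP1 by −2.49, ENPP5 by −2.10 and ABI3BP by −2.76, and ENPP2 was higher by 2.96. Each had the same direction in 3 of 3 lines and none was DE, with or without the tenocyte line as a block. The adjusted p was 0.857 or more in limma's fit without the block, which counts differences in level between lines as spread. Within lines 6, 7 and 8 the log2 ratios were −2.35, −2.66 and −2.45 for ENPP1 and −1.53, −1.74 and −1.70 for TNC. They varied more for ENPP2, at 3.57, 0.95 and 4.36, and for SOX9, at −2.49, −0.54 and −1.30. In this comparison IL6 differed by 1.08, CSF3 by 3.27, MMP8 by 1.42 and IL1B by 2.22, and IL6 changed sign to −0.18 when line 6 was left out. Without line 6 CSF3 differed by 1.59 and SOX9 by −0.92, and without line 7 MMP8 differed by 0.89.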

The provision of IL1Ra did not rescue *MMP8*, *CSF3, IL6,* or *IL-1β* expression, but did attenuate *TNC*, *SOX9*, *ENPP1, 2, 5* and *AB13BP* (Online Resource 10). Furthermore, there were 54 DE genes in the IL-1β vs IL-1β + IL1Ra comparison (Online Resource 11). 

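Between IL-1β and IL-1β + IL1Ra, 0 of the 16705 genes were DE in limma's fit without the tenocyte line as a block, 464 had an unadjusted p under 0.05, and the smallest adjusted p was 0.363. With the line as a block 1 gene was DE, FGF10, which was chosen for naming after its value was seen. Its log2-fold change was −2.42 (adjusted p = 0.0336, lower with IL-1β alone in 3 of 3 lines). Leaving out line 6 gave 10 DE genes, and leaving out line 7 or line 8 gave 0. Of the 54 genes in Online Resource 11, 52 were tested, 52 had a log2-fold change of the same sign as in that table, and 48 had an unadjusted p under 0.05. These genes were also chosen by the paper on the same libraries, so this is not independent evidence.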

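No gene was DE both between IL-1β and control and between IL-1β and IL-1β + IL1Ra in the second batch. The shared count was 1 with the tenocyte line as a block and 10 when line 6 was left out. Because these comparisons share the IL-1β libraries, unchanged groups also give correlated fold changes. The log2-fold changes of the 2 comparisons correlated at r = 0.650 across genes, against a mean of 0.503 and a maximum of 0.525 in 20 simulations of unchanged groups. For IL-1β and IL-1β + IL1Ra, each against control, the correlation was 0.776, against a mean of 0.497 and a maximum of 0.523 in the simulations, and 2 genes were DE in both. The simulations gave at most 0 shared DE genes. They drew each gene independently and without differences between lines. Genes vary together in the data, so the simulated range is too narrow and cannot tell whether the observed correlations exceed those of unchanged groups.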

As the control and IL-1β + IL1Ra conditions resulted in similar contraction rates by day 14 (Fig. S6B), this suggests the 40 DE genes in the control vs IL-1β/IL-1β vs IL1β + IL1Ra overlay (Fig. 6A) could be involved in regulating tenocyte function. Accordingly, the eleven uniquely DE genes in the IL-1β vs IL-1β + IL1Ra comparison and the three genes DE across all treatments (*MIP-2BETA, GPR84* and *GLCCI1*; Fig. 6A) are unlikely to be mediating the functional rescue of IL1Ra on collagen gel contraction. 

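MIP-2BETA had 51.9 ± 21.6 normalised counts in control, 32132 ± 10427 with IL-1β and 3688 ± 2895 with IL-1β + IL1Ra (SD, n = 3 lines each). Against control its log2-fold change was 9.28 with IL-1β (adjusted p = 0.0155 from limma) and 5.45 with IL-1β + IL1Ra (adjusted p = 0.278, and 0.0267 with the tenocyte line as a block, where it was DE). It is similar to CXCL1 and CXCL2, so the counting could have split reads between these genes and its value is uncertain. GPR84 rose by 7.42 with IL-1β (adjusted p = 0.0146) and by 4.23 with IL-1β + IL1Ra (adjusted p = 0.203), and GLCCI1 by 2.68 (adjusted p = 0.0155) and 1.42 (adjusted p = 0.369). Between IL-1β and IL-1β + IL1Ra the log2-fold changes were 3.83 for MIP-2BETA, 3.18 for GPR84 and 1.26 for GLCCI1. The adjusted p was 0.857 or more in the fit without the block, and none was DE with it. Within lines 6, 7 and 8 the log2 ratios were 5.82, 2.88 and 2.78 for MIP-2BETA and 3.28, 3.42 and 2.85 for GPR84. For GLCCI1 they were 1.79, 0.76 and 1.24. All 3 genes were higher in 3 of 3 lines in each comparison.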

Overall, stimulation with IL-1β resulted in more upregulated (322) than downregulated (268) genes relative to control (Fig. 6B). Similarly, when comparing IL-1β + IL1Ra vs control, more DE genes were increased (98) than decreased (52) in expression, respectively (Fig. 6B). Conversely, the co-administration of IL-1β + IL1Ra attenuated more DE genes (35) than upregulated (19) relative to IL-1β alone (Fig. 6B). 

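Of the 57 genes DE between IL-1β and control, 45 were upregulated and 12 downregulated, and each of the 57 changed in the same direction in all 3 lines. The split moved with the scaling of the libraries. Rescaling all libraries to the same total also gave 57 DE genes, 35 upregulated and 22 downregulated, and shifted the median log2-fold change of all genes by −0.19. Quantile normalisation gave 60 and 14. With the tenocyte line as a block the split was 432 upregulated and 433 downregulated. Among the DE genes whose names are not LOC numbers, CXCL1 had the largest rise after MIP-2BETA and IL6, with a log2-fold change of 8.19, and the 3 largest falls were −4.26 for ZNF385D, −4.21 for ESYT3 and −2.79 for MRVI1.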

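The 2 genes DE between IL-1β + IL1Ra and control were both upregulated, and none was downregulated. LOC100060539 had 8.47 ± 8.40 normalised counts in control and 2509 ± 393 with IL-1β + IL1Ra (SD, n = 3 lines), a log2-fold change of 8.39 (adjusted p = 0.00678 from limma). LOC111773191, which the RefSeq gene table lists as a long non-coding RNA, had 85.0 ± 26.2 and 975 ± 266 (SD, n = 3 lines), a log2-fold change of 3.52 (adjusted p = 0.0341). Both were higher in 3 of 3 lines, and both were also DE with IL-1β alone, with log2-fold changes of 9.96 and 3.28. They are named because they are the only DE genes of the comparison, after their values were seen. With the tenocyte line as a block, 35 genes were upregulated and 7 downregulated.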

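Of the 52 tested genes of Online Resource 11, 17 had a higher mean with IL-1β alone than with IL-1β + IL1Ra, and 35 had a lower one. None of them was DE by limma, with or without the tenocyte line as a block, and at an unadjusted p under 0.05 the block gave 50 of them. In the table itself, 19 of the 54 log2-fold changes are positive and 35 negative. A positive sign there goes with a higher mean in the IL-1β libraries.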

To visualise the magnitude of changes in gene expression for each pairwise comparison, volcano plots were constructed to highlight the control vs IL-1β (Fig. 6C), control vs IL-1β + IL1Ra (Fig. 6D), and IL-1β vs IL-1β + IL1Ra (Fig. 6E) treatments, respectively.

**Fig. 6:**
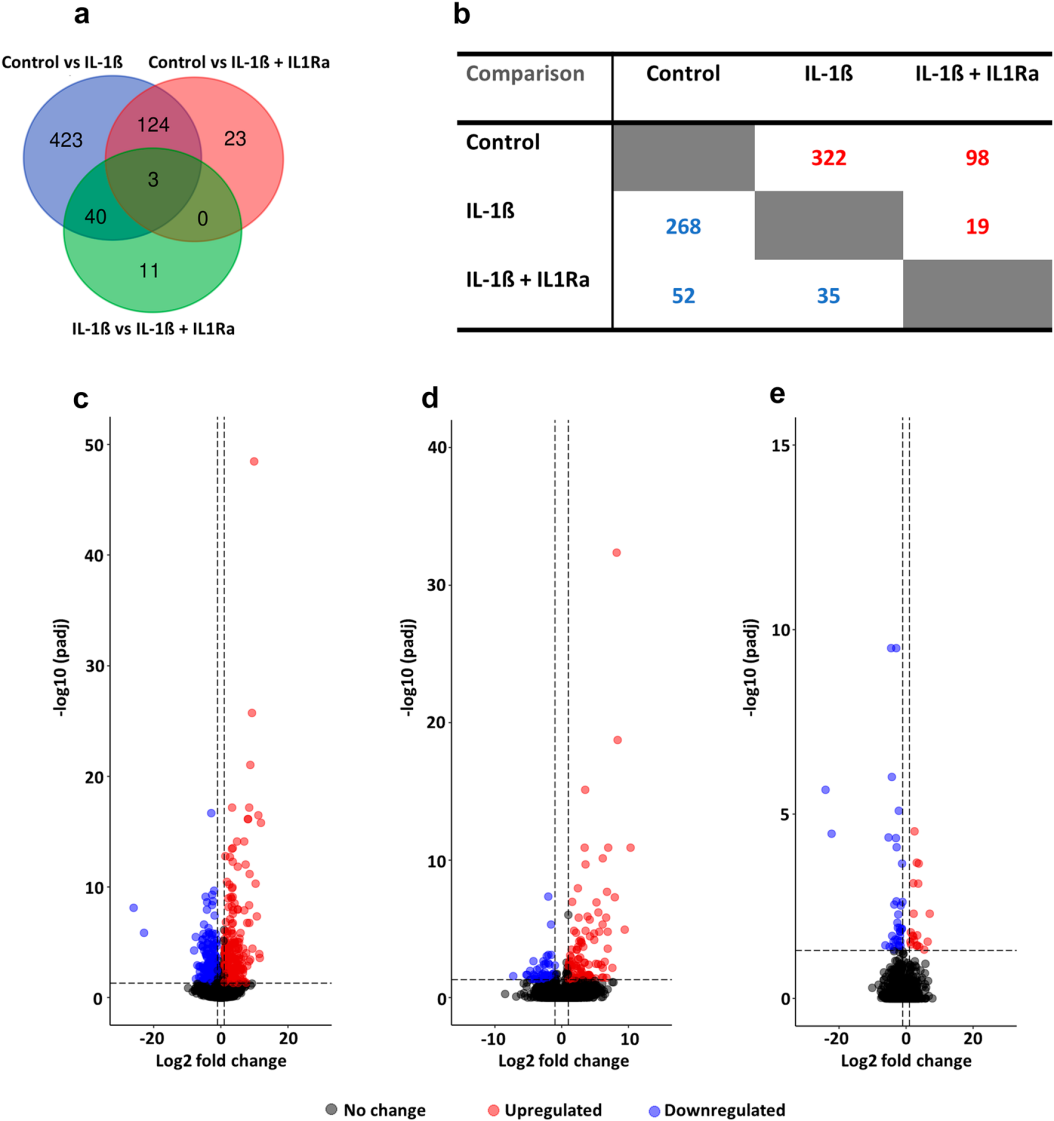
Magnitude of change in DE gene expression by IL1Ra after 14 days in 3D culture. **A** Venn diagram highlighting the common and unique DE genes for each pairwise comparison from the DESeq2 analysis. **B** Direction of change in DE gene expression for each of the three conditions; red and blue numbers denote up-and-down regulation of gene expression, respectively. **C–E** Volcano plots depicting the upregulated (red) and downregulated (blue) DE genes in the control vs IL-1β (**C**), control vs IL-1β + IL1Ra (**D**), and IL-1β vs IL-1β + IL1Ra (**E**) conditions, respectively. DE genes were determined based on a log2FC > 1 and padj < 0.05

### Network analysis indicates tenocyte collagen gel contraction is mediated by downstream regulation of nucleotide metabolism genes and ABI3BP

Consistent with the first batch of GO enrichment analysis, NF-_K_B was the only inflammatory pathway enriched in the control vs IL-1β comparison (Online Resource 12), which was no longer apparent in the presence of IL1Ra (Online Resource 13). 

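The list test is another measure than the paper's, which was the enrichment of terms among DE genes. In the second batch the NF-κB list moved upwards between IL-1β and control (adjusted p = 0.00550 from fry, 12 of 12 genes higher, median log2-fold change 1.08). It held 1 DE gene over all genes tested, RELB, and 6 when adjusted over the list alone (6 with the tenocyte line as a block). After rescaling all libraries to the same total, 10 of 12 genes were higher and the median was 0.90. With IL1Ra the list also moved upwards against control (adjusted p = 0.0388, 11 of 12 genes higher, median 0.68). There 0 genes were DE over all genes tested (2 with the tenocyte line as a block), 7 had an unadjusted p under 0.05 and 2 were DE when adjusted over the list alone. This adjusted p moved with the order in which the libraries entered the test, from 0.0378 to 0.0527 over 20 random orders, and was 0.00185 with the tenocyte line as a block. Between IL-1β and IL-1β + IL1Ra the list was higher with IL-1β alone by a median of 0.32 (12 of 12 genes higher, 10 of 12 after rescaling to the same total, which shifted all genes by −0.11), with an adjusted p of 0.275, and 0.0176 with the tenocyte line as a block. The p38, JNK and STAT3/5 lists had adjusted p of 0.0740, 0.584 and 0.962 between IL-1β and control, and of 0.197, 0.969 and 0.204 between IL-1β + IL1Ra and control. Each held 0 DE genes over all genes tested and when adjusted over the list alone. At an unadjusted p under 0.05, 1 p38 and 1 STAT3/5 gene stood out in the first comparison and 1 STAT3/5 gene in the second.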

The 40 DE genes in the control vs IL-1β/IL-1β + IL1Ra overlay did not elicit any significant results from the GO analysis with an FDR < 0.05. To further isolate the DE genes which may be responsible for mediating tenocyte 3D gel contraction, we cross-referenced these 40 DE genes with the first batch of control vs IL-1β analysis (Fig. 1) which delineated 33 genes DE across all eight biological replicates (Online Resource 14). These genes were then analysed with STRING to determine protein interaction networks (Fig. 7A). This resulted in ten significant interactions, with the ectonucleotides ENPP1, ENPP2, and ENPP5 exhibiting the strongest connections. 

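Of the 33 genes in Online Resource 14, 31 were tested in both batches. In the first batch 31 were DE by limma, in the second batch 10 were DE between IL-1β and control, and between IL-1β and IL-1β + IL1Ra 0 were DE while 32 of the 32 tested there had an unadjusted p under 0.05. Over all genes tested, and not only these 33, the count of genes DE in all of these comparisons was 0 without the tenocyte line as a block, 1 with it (FGF10, which is not among the 33) and 3 when line 6 was left out. With IL-1β, 11 of the 31 were higher and 20 lower than in control in the second batch. With IL1Ra, all 31 were closer to control, and the median absolute log2-fold change against control fell from 2.54 to 0.447. All 31 changed in the same direction in each of the 3 lines between IL-1β and IL-1β + IL1Ra, where chance gives 25.0% of genes, but the paper chose these genes on the same libraries. Since contraction with IL-1β + IL1Ra was similar to control, the paper reasons that genes changed by IL-1β and changed back by IL1Ra are those that may control contraction, and it proposes the genes that also changed in the first batch as the candidates.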

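In the second batch ENPP1 had 2386 ± 1240 normalised counts in control, 335 ± 174 with IL-1β and 1835 ± 788 with IL-1β + IL1Ra (SD, n = 3 lines each). ENPP5 had 259 ± 179.9, 59.7 ± 4.77 and 275 ± 121 in the same order. ENPP2 was counted at 6.20, 26.3 and 35.0 in the control libraries of lines 6, 7 and 8, at 179, 14.5 and 476 with IL-1β, and at 14.1, 7.03 and 22.2 with IL-1β + IL1Ra. It thus fell with IL-1β in line 7 and rose in the other 2 lines.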

The only ECM protein was ABI3BP, which displays independent connections with several proteins involved in collagen homeostasis (Fig. S7). The ten interactions were enriched (FDR < 0.05) for three molecular functions including ‘Phosphodiesterase I activity’ (red), ‘dTTP diphosphatase activity’ (blue) and ‘Nucleotide diphosphatase activity’ (green), respectively. The KEGG term ‘starch and sucrose metabolism pathway’ was also enriched (yellow; Fig. 7A). 

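Of the 10 genes with interactions, LRRTM3 did not pass the filter. It was listed at 29.8, 7.98 and 56.2 normalised counts with IL-1β in lines 6, 7 and 8, at 1.00, 3.71 and 0 in control and at 0, 0 and 1.08 with IL-1β + IL1Ra. ECHDC1 rose with IL-1β by a log2-fold change of 2.54 (adjusted p = 0.0155 from limma). LOC100073089 fell by 4.08 on the log2 scale (adjusted p = 0.0402) and ESYT3 was lower with an adjusted p of 0.0364. OLFML1 and NDRG1 had log2-fold changes of −3.47 and −1.42 and were not DE (adjusted p = 0.112 and 0.213). With the tenocyte line as a block OLFML1 was DE (adjusted p = 0.0291) and NDRG1 was not (adjusted p = 0.0642). With a pseudocount of 0.1 in place of 1, LOC100073089 was not DE (adjusted p = 0.0535), and with a pseudocount of 5 ABI3BP was DE (adjusted p = 0.0455). These 5 genes changed in the same direction in 3 of 3 lines. Without line 7 the log2-fold change of NDRG1 was −0.86. The calls of ECHDC1, LOC100073089 and ESYT3 did not hold when line 7 or line 8 was left out, since those fits called 0 genes.

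**Figure D2:**
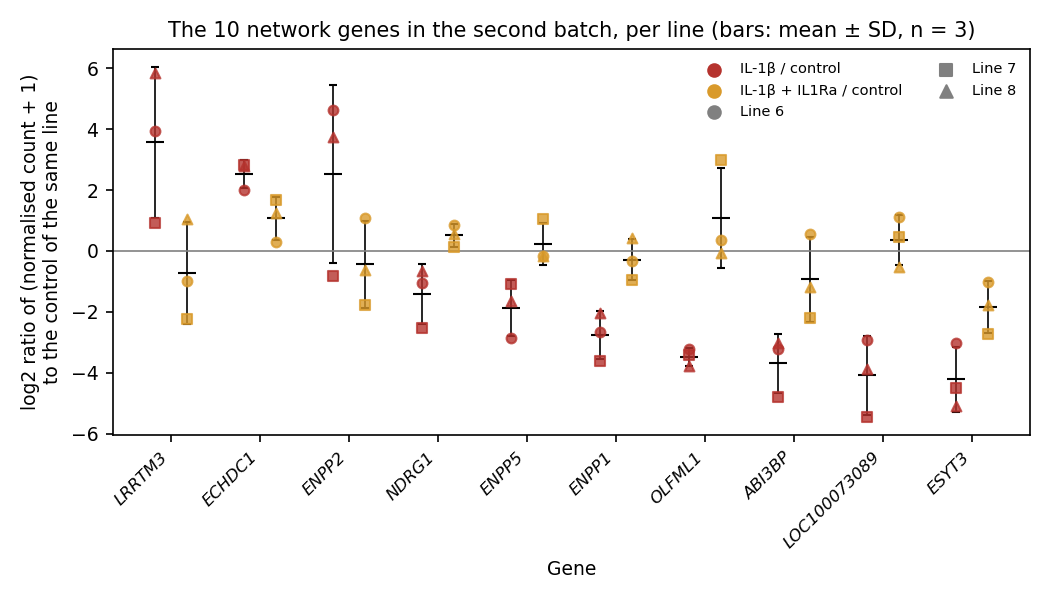
Log2 ratio of IL-1β to control (red) and of IL-1β + IL1Ra to control (orange) within each of lines 6 to 8 for the 10 genes, with the mean and SD of 3 lines as bars. ENPP2 lies below 0 with IL-1β in line 7 only, and LRRTM3 with IL1Ra is at or under 1.08 normalised counts, so its orange points depend on the pseudocount of 1.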

Three of the ten genes were upregulated by IL-1β and seven were downregulated, respectively (Fig. 7B).

**Fig. 7:**
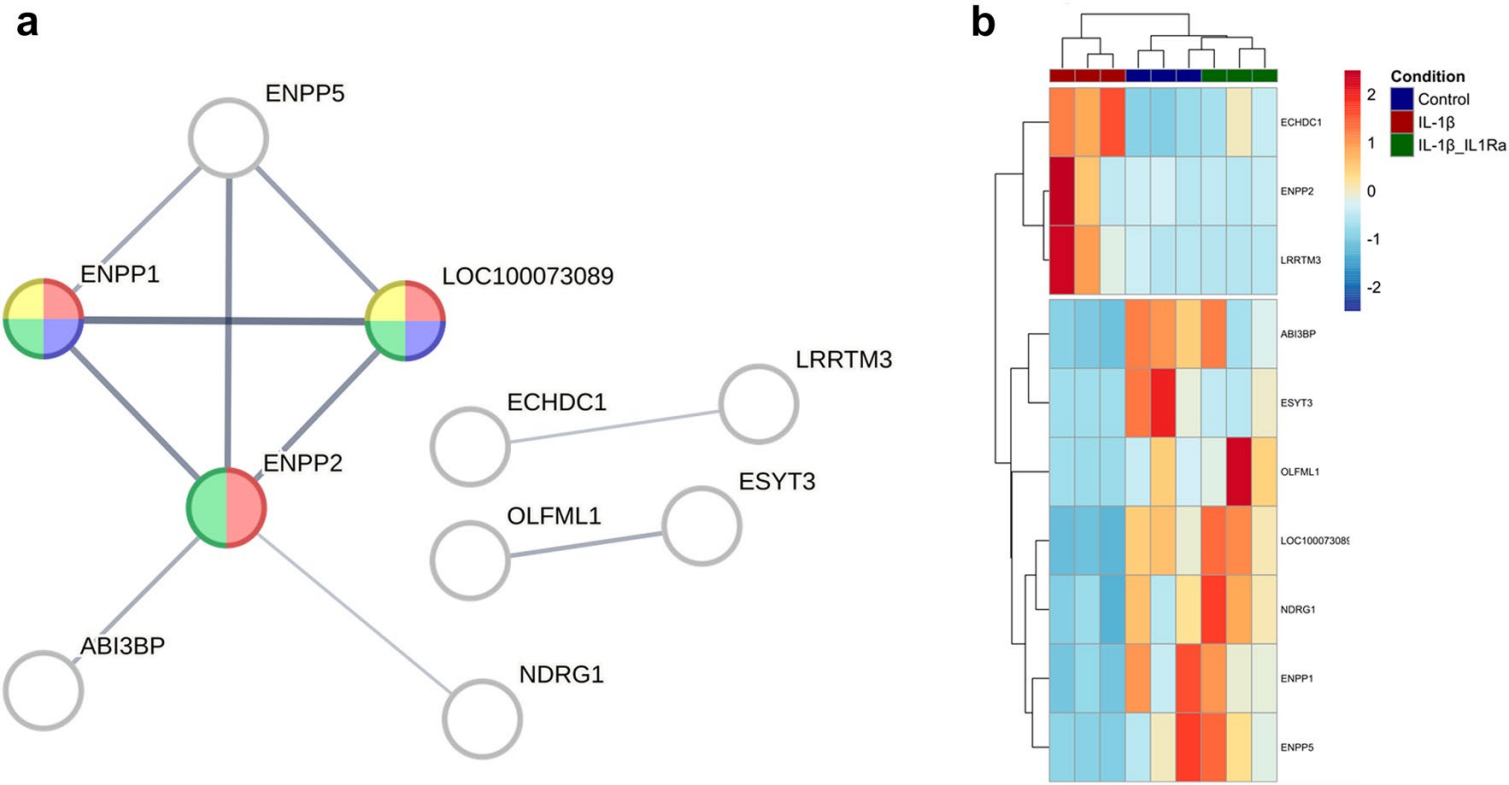
Network analysis and magnitude of change in expression of the DE genes suggested to regulate tenocyte collagen gel contraction. **A** Functional network interaction of the 33 DE genes conducted with STRING; only the proteins (nodes) with a predicted interaction score > 0.4 (medium confidence) are displayed (*n* = 10), with the remaining DE genes omitted. A thicker line (edges) indicates a stronger interaction score. GO enrichment analysis revealed significant hits (FDR < 0.05) in the molecular function category shown in red (GO:0004528), green (GO:0004551), and blue (GO:0036218), respectively. KEGG pathway indicated enrichment of one term (ecb00500) shown in yellow. **B** Heatmap depicting the normalised count data for the 10 DE genes isolated in the network analysis. Samples are visualised and clustered (euclidean) in columns (control blue, IL1-β red, IL-1β + IL1Ra green) and genes are represented and clustered (euclidean) by row

## Discussion

Inflammation is a key driver of tendon degeneration [23] with elevated levels of IL-1β post-injury [25] suggested to mediate tissue breakdown [31] by regulating matrix remodelling and tendon-associated gene expression [27, 29, 32]. While transient IL-1β exposure (1–3 days) alters gene expression in 2D [27] and 3D [29] culture, no study has investigated how IL-1β impacts transcriptomic profiles and tenocyte function in 3D culture following a time-course which more closely resembles the acute inflammatory phase in vivo [19, 25]. Consequently, the current study investigated how exogenous IL-1β stimulation influences global gene expression and whether these changes can be modulated by pharmacological inhibition of IL1/NF-_K_B signalling.

Several reports highlight IL-1β-induced elevations in *MMP* gene expression by tenocytes isolated from equine [27] and murine [32] tissue. We confirm an upregulation of *MMP1, 2, 3, 8, 9* and *13*, but we did not measure MMP activity. 

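In the first batch MMP3 had a log2-fold change of 6.51 (standard error 1.22, adjusted p = 0.00333 from limma), MMP8 of 7.53 (standard error 1.04, adjusted p = 6.85e-04), MMP13 of 4.36 (standard error 0.54, adjusted p = 3.53e-04), MMP9 of 1.54 (standard error 0.22, adjusted p = 7.14e-04) and MMP2 of 1.20 (standard error 0.24, adjusted p = 0.00508). MMP1 had 399720 ± 316762 normalised counts (SD, n = 5 lines) with IL-1β and 66294 ± 91807 (SD, n = 5 lines) in control. Its log2-fold change of 5.10 (standard error 1.85, adjusted p = 0.0630) was not DE, and was DE with the tenocyte line as a block (adjusted p = 0.0225). All 6 genes were higher with IL-1β in 5 of 5 lines. Among them MMP1 had the widest range within lines, from 1.86 to 11.50 on the log2 scale, because its control libraries ranged from 57.7 to 212877 normalised counts.

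**Figure D3:**
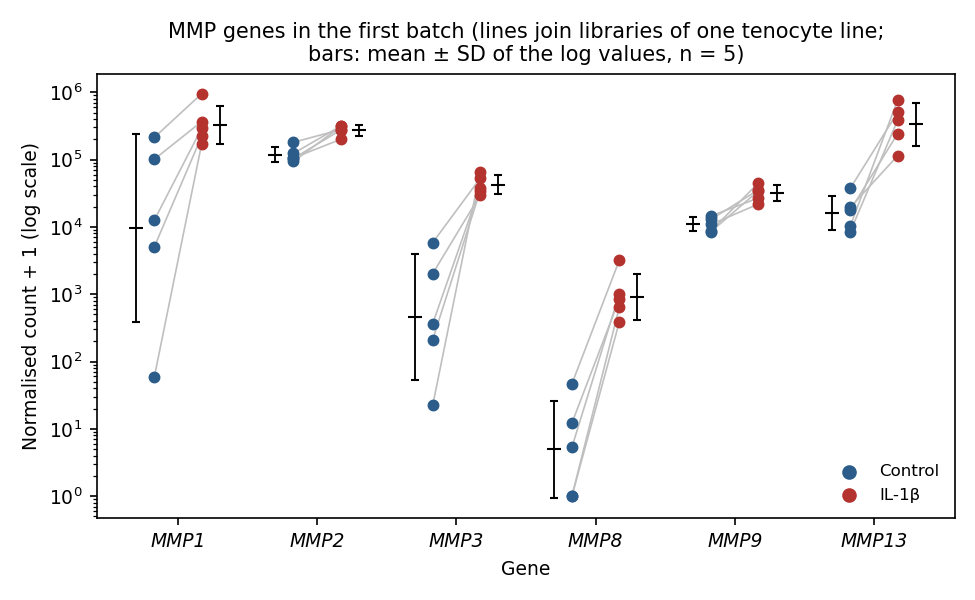
Normalised counts + 1 of 6 MMP genes on a log scale in the control and IL-1β libraries of lines 1 to 5, with grey lines joining the libraries of one line and bars giving the mean and SD of the log values (n = 5 lines). Every gene is higher with IL-1β in 5 of 5 lines.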

Rat Achille’s tenocyte MMP2 and MMP9 activity was not impacted by IL-1β following pulsed electromagnetic treatment [29], although the IL-1β-treated cells were not directly compared to an unstimulated control. Elevations in MMP expression and activity following IL-1β stimulation may enhance degradation of the collagen-rich ECM in the acutely injured tendon [31] and our 3D culture system. However, simultaneous temporal profiling of collagen protein levels, MMP activity, and 3D gel contraction would need to be determined.

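CSF3 had 144916 ± 115202 normalised counts (SD, n = 5 lines) with IL-1β and 21.6 ± 7.58 (SD, n = 5 lines) in control in the first batch (adjusted p = 6.45e-08 from limma, higher in 5 of 5 lines). The IL-1β library of line 2, at 348973, lay far above the other 4, which ranged from 76089 to 111183. CSF2 did not pass the filter in the first batch. Its normalised counts with IL-1β were 41.7, 854, 55.3, 4.14 and 149 in lines 1 to 5, and in control 1.11, 6.94, 0.95, 0 and 4.30, so it was higher in 5 of 5 lines. CSF2 was tested in the second batch, where it had a log2-fold change of 4.87 (adjusted p = 0.454), with an adjusted p of 0.0203 and a DE call when the tenocyte line was a block.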

Additional genes were impacted by exogenous IL-1β stimulation, including an upregulation of the glycoproteins *CSF3* and *CSF2*. The protein encoded by *CSF3* mobilises leukocytes and stem cells from the bone marrow into the bloodstream in an IL-1β-dependent manner [64] and CSF2 acts locally to recruit tissue-resident macrophages [65]. While cellular infiltration can promote tendon healing, imbalanced influx can facilitate tissue degeneration [66] consistent with the observed differences in stromal and immune cell composition between human control and tendinopathic tissue samples [67]. Although we did not confirm *CSF3* and *CSF2* upregulation at the protein level, similar changes in expression were reported in rat Achille’s tenocytes exposed to IL-1β in a 3D collagen matrix [29]. The pleiotropic cytokine *IL6* was also elevated by IL-1β in the current study, consistent with other reports [29]. 

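IL6 had 84497 ± 30032 normalised counts with IL-1β and 285 ± 329 in control in the first batch (SD, n = 5 lines each). Its log2-fold change was 8.72 (standard error 0.55, adjusted p = 7.99e-06 from limma), and the ratio within a line ranged from 6.45 to 9.92 on the log2 scale. With each line left out in turn, the log2-fold change stayed between 8.42 and 9.29.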

We recently showed that exogenous IL6 does not affect adult tenocyte gene expression or collagen contraction [26]. Alternatively, IL6 likely plays an immunoregulatory role in the tendon niche by coordinating progenitor/stem cell proliferation [68] and macrophage polarisation [69] during the proliferative phase of tendon healing [70], effects which would not be captured in our model.

Enrichment analysis of the DE genes revealed that NF-_K_B was the only proinflammatory pathway activated by IL-1β. Several studies demonstrate that NF-_K_B is activated during the acute stage of tendon healing in humans [23] and can persist into the remodelling phase in murine surgical models of tendon repair [19]. Upregulation of NF-_K_B signalling was also confirmed by our analysis of the DE genes reported by Gehwolf et al. [29], but several studies have shown that other pathways—including JNK [47], P38 [48] and ERK [49]—may also facilitate the proinflammatory effects of IL-1β. However, we demonstrated that key proteins of the JNK and P38 pathways do not translocate to the nucleus in equine adult tenocytes following transient IL-1β exposure [26]. Furthermore, IL-1β enhances ERK signalling in diseased, but not healthy, human tenocytes [49]. Whether ERK signalling would be enhanced by IL-1β in equine tenocytes isolated from tendinopathic SDFT tissue remains to be determined and could explain the lack of effect of IL-1β on ERK signalling in healthy tenocytes in the current study. Enrichment analysis also revealed that IL-1β attenuated TGFβ regulation of the ECM. Reducing TGFβ signalling could delay tendon healing as all three TGFβ isoforms help maintain ECM integrity through the deposition of collagens, fibronectin, and glycosaminoglycans [71] while also reducing IL-1β release from macrophages [72]. However, IL-1β increased the expression of the *TFGβ1* isoform in human tenocytes [49], yet we observed a slight reduction in *TGFβ1* expression (Log2FC = −1.99). Such discrepancies across studies may be explained by differences in cell culture models, IL-1β dosing strategies, and/or species effects.

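TGFB1 had 1734 ± 260.2 normalised counts with IL-1β and 3897 ± 1403 in control in the first batch (SD, n = 5 lines each). The log2-fold change was −1.10 (standard error 0.25, adjusted p = 0.00853 from limma), and the gene was lower in 5 of 5 lines, by −1.71 to −0.08 on the log2 scale within a line. Leaving out line 1 raised the adjusted p to 0.0561, with a log2-fold change of −0.94, and leaving out line 4 gave −1.35. In the second batch the log2 ratios of IL-1β to control were 0.04, −0.59 and −0.03 in lines 6, 7 and 8, so the gene hardly changed in lines 6 and 8.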

While treatment with NSAIDs reduces inflammation, these drugs inhibit cell migration and proliferation [35] and may only confer benefit when administered during the remodelling phase of tendon healing [73]. The NF-_K_B pathway is activated during the early inflammatory stage of tendon healing [23] and IL-1β stimulation induces rapid nuclear translocation of the NF-_K_B protein P65 [27] with subsequent DNA binding [26] in adult tenocytes. Importantly, blocking P65 translocation with JSH23 attenuates inflammatory gene expression in rat tendons [51]. In the current study, JSH23 reduced IL-1β-induced P65 nuclear translocation but had little effect on gene expression in 2D culture; similar results were observed for the 3D measurements of collagen gel contraction and IL6 secretion. The reason for this is unclear, but the 1 µM dose of JSH23 is lower than utilised in other studies (30 µM) [51]. While higher doses of JSH23 may provide better rescue, we selected 1 µM as this concentration inhibited P65 nuclear translocation with no reduction in cell viability in 2D culture. Conversely, higher doses (25–50 µM) appeared to decrease 3D collagen gel contraction when co-administered with IL-1β with a corresponding decrease in tenocyte survival at day 14. However, we did not perform direct cell viability measurements throughout the 3D culture period, which could elucidate whether this reduction in gel contraction was due to a functional impairment of the tenocytes or an increase in apoptosis. Of note, Chen et al. [51] reported that JSH23 at 30 µM decreased proliferation and increased apoptosis in rat tenocytes.

In addition to JSH23, no rescue was provided by pharmacologically inhibiting IKKβ with IMD0354, conflicting with recent findings in humans [23] and rats [74]. In the study by Abraham et al. [23], healthy human tenocytes displayed reduced proinflammatory gene signatures following treatment with 1 ng/ml of IL-1β with and without 50 µM of an IKKβ inhibitor for 4 h. The lower IL-1β/IKKβ inhibitor ratio and/or stimulation timeframe relative to the present study may account for these divergent findings. A follow-up study by the same group tested a lower dose of an IKKβ inhibitor (1 µM) [74] which attenuated IL6 secretion in 2D culture and improved tendon healing in a rat rotator cuff model. However, in the current study, cell viability was reduced with 1 µM of IMD0354 with and without IL-1β; therefore, it is plausible that potential species variations in tenocyte responses [12] prevented higher concentrations of IMD0354 from being utilised without reducing cell viability. Furthermore, chronic IKKβ inhibition augments IL-1β secretion via enhanced pro-IL-1β processing in the cytosol [75], which could explain the lack of rescue observed in the longer duration 3D culture experiments.

The final NF-_K_B inhibitor we tested, PF-06650833, selectively targets IRAK4 and recently attenuated whole-blood interferon gene signatures in humans, collagen-induced arthritis in mice, and inflammatory gene expression in IL-1β-primed human stromal cells when used at 100 nM in vitro [52]. We also observed a rescue in the expression of *FGF19*, *MMP8* and *IL-1β*, when 100 nM of PF-06650833 was co-administered with IL-1β. However, these findings did not translate to 3D culture, as gel contraction and IL6 secretion were similar across conditions. The rescue in *MMP* expression but not cytokine release is consistent with other studies [52] and could reflect differences in early versus late activation of the MyD88 complex, a key upstream activator of IRAK4 and NF-_K_B [50]. Cytokine release may be regulated by rapid induction of IRAK4/1 signalling to NF-_K_B through early MyD88 activation [76], thereby resulting in poor inhibition of IL6 secretion by PF-06650833. Conversely, modulation of *MMP8*, *FGF19* and *IL-1β* expression may be regulated by delayed activation of MyD88 signalling through IRAK4/2 [77], enabling greater inhibition by PF-06650833. Collectively, all NF-_K_B inhibitors failed to rescue the effect of IL-1β in 3D culture and only IRAK4 inhibition modulated gene expression in 2D culture. Differences in IL-1β dosing strategies and tenocyte origin may account for some of these discrepancies. However, unlike 2D monolayer, the 3D microenvironment evokes unique cell-ECM interactions, migration patterns, cytokine, drug, and oxygen gradients as well as mechanotransduction properties which influence cellular responses to external stimuli [56], as demonstrated for cancer therapeutics [55].

IL1Ra is utilised to treat tissue inflammation both in humans [43] and horses [44], with varying degrees of efficiency. Consistent with previous in vitro studies [27], exogenous IL1Ra at concentrations approximately six-fold greater than IL-1β restored collagen gel contraction to control levels. In the present study, IL1Ra attenuated the number of DE genes and reduced NF-_K_B signalling, suggesting this pathway is involved in regulating tenocyte function. Conversely, the 150 DE genes still impacted by IL-1β in the presence of IL1Ra—including *MMP8*, *CSF3* and *IL6*—are unlikely candidates to mediate collagen gel contraction. It is unclear why IL1Ra did not fully rescue global gene expression concomitant with collagen gel contraction. The lack of rescue in *IL-1β* expression by IL1Ra could provide a positive feedback loop sustaining IL-1β signalling via an autocrine mechanism, or the in vitro half-life of IL1Ra reflects in vivo kinetics [43]. Importantly, transcriptome signatures differ from collagen gel contraction rates in equine tenocytes derived at different development stages [53]. Of the 33 genes predicted to regulate tenocyte function, the nucleotide metabolism genes *ENPP1, 2,* and* 5* exhibited the strongest connections in the network analysis, with *ENPP2* upregulated by IL-1β (Log2FC = 3.3), consistent with previous findings [29]. 

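In the first batch ENPP2 had 10.5, 53.7, 13.9, 10.2 and 22.7 normalised counts in the control libraries of lines 1 to 5 and 1926, 55.1, 662, 636 and 144 with IL-1β. Its log2-fold change was 4.27 (standard error 0.88, adjusted p = 0.00558 from limma), with a ratio within a line from 0.04 to 7.39 on the log2 scale. ENPP1 fell from 5618 ± 2090.3 in control to 767 ± 482 with IL-1β (SD, n = 5 lines), a log2-fold change of −3.04 (adjusted p = 9.47e-04), and ENPP5 from 242 ± 120.3 to 92.9 ± 45.3 (SD, n = 5 lines), a log2-fold change of −1.37 (adjusted p = 0.0242). Both were lower in 5 of 5 lines. Leaving out line 3 raised the adjusted p of ENPP5 to 0.0911.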

ENPP2 is a secreted protein which generates extracellular lysophosphatidic acid (LPA), impacting cell proliferation, migration and inflammation [78]. Activation of the ENPP2-LPA axis is NF-_K_B dependant [79] and promotes fibrosis in skeletal muscle [80] and liver [81] and regulates immune function in mice [82]. Pharmacological inhibition of ENPP2 signalling to treat pulmonary fibrosis reached phase 3 clinical trials (ClinicalTrials.gov Identifier: NCT03711162), although there are no studies published on tendon. 

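ABI3BP had 10158 ± 4249 normalised counts in control and 1537 ± 2274 with IL-1β in the first batch (SD, n = 5 lines each), a log2-fold change of −3.72 (standard error 0.80, adjusted p = 0.00683 from limma) that was lower in 5 of 5 lines. In the second batch the means were 4601 ± 880.1 in control, 388 ± 203 with IL-1β and 2869 ± 2147 with IL-1β + IL1Ra (SD, n = 3 lines each).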

The only ECM-related gene in the network analysis was *AB13BP* which was downregulated by IL-1β (Log2FC = −3.6), consistent with previous studies [83]. Induction of *AB13BP* inhibits tumour growth by promoting senescence [84] and enhances cell-ECM interactions in the vasculature [85]. Based on these observations, we propose that exogenous IL-1β stimulation impairs tenocyte collagen gel contraction through the induction of NF-_K_B-ENPP2-LPA signalling with a simultaneous decrease in ABI3BP-mediated cell-ECM interactions which may impair tenocyte-collagen adhesion. However, transforming growth factor β (TGFβ) has also been shown to promote ENPP2 expression [86] and our data demonstrated a decrease in the expression of genes mapping to enrichment terms involved in TGFβ signalling. Therefore future work to determine the regulation of ENPP2-LPA signaling is required.

There are several limitations to the current study. Firstly, while culturing tenocytes in 3D collagen gels evokes unique transcriptional profiles relative to standard 2D monolayer protocols [53], reconstituted collagen hydrogels fail to fully capture physiological tissue architecture [87]. Furthermore, matrix mechanics and collagen type 1 self-assembly varies depending on the species source and concentration of collagen [88]. Secondly, we investigated the impact of IL-1β on a single cell population, yet multiple cell lineages are present within the tendon niche [67] which likely play a key role in tendon healing [7]. Thirdly, we utilised relatively high passage numbers (P8) in some of the experiments, with studies suggesting phenotypic drift with extended time in culture [89]. However, equine tenocyte gene expression profiles remain stable up to passage 10 [53], suggesting our results still reflect an accurate in vitro model. Fourthly, we did not use vehicle controls, although it is unlikely the diluents (water, PBS, culture media) at the concentrations utilised (1:100–1:1000) would have provoked any meaningful response relative to the unstimulated controls utilised in the current study. Lastly, some of the JSH23 experiments were *n* = 2 (Fig. 3), thus preventing statistical analysis. Both replicates showed good agreement and coupled with the lack of rescue in the 2D qPCR and 3D IL6 secretion measurements, we decided not to take this inhibitor forward to the next stage of experiments.

In conclusion, IL-1β impairs 3D collagen gel contraction and modulates global gene expression profiles through an upregulation of NF-_K_B signalling. Pharmacologically inhibiting the NF-_K_B pathway did not rescue the effects of IL-1β in 3D culture, but the provision of IL1Ra fully restored tenocyte collagen gel contraction and partially rescued global gene expression, including many genes related to NF-_K_B signalling. As IL1Ra is administered daily to reduce inflammation in vivo [43], future work should examine if more frequent administration of the NF-_K_B inhibitors restores collagen gel contraction when co-administered with IL-1β in vitro. Furthermore, inhibiting ENPP2/ABI3BP signalling through genetic and pharmacological approaches should be explored as potential avenues to reduce IL-1β-induced inflammation in adult tenocytes in vitro.

### Supplementary Information

Below is the link to the electronic supplementary material.

Fig. S1 Cytokine and chemokine analysis after 14 days in 3D culture. A Imaged membranes displaying three of ten proteins analysed from the control (top) and IL-1ß (bottom) day 14 spent media samples; the four spots in the top left and two in the bottom right of the membranes depict the positive controls. B Fold change in protein expression for IL8, MCP1, and VEGFα, respectively. *denotes p<0.05 versus control determined by an independent t-test. Values are mean ± SEM of n=3. 

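The normalised counts of IL15 were 199.7 ± 208 (SD, n = 5 lines) with IL-1β and 78.7 ± 85.2 (SD, n = 5 lines) in control, a log2-fold change of 1.50 (standard error 1.04, adjusted p = 0.312 from limma) that was higher in 4 of 5 lines. With the tenocyte line as a block in the fit, its adjusted p was 0.0445 and it was DE. Both results are from the first batch. In the second batch IL15 went the other way, with log2 ratios of IL-1β to control of −0.30, −0.53 and −2.43 in lines 6, 7 and 8. IL10, IL1RN and IFNG did not pass the filter of the first batch and were not tested there. IL10 was listed at 0 in every control library and at 0, 64.6, 3.21, 3.31 and 8.14 normalised counts with IL-1β in lines 1 to 5. IL1RN, the gene of IL1Ra, was listed at 0 in every control library and at 0.99, 3.57, 0, 5.16 and 2.18 with IL-1β. In the first batch IFNG reached at most 7.78 normalised counts in a control library and at most 7.70 in an IL-1β library. In lines 7 and 8 of the second batch it had 42.8 and 25.7 in control, and 13.6 and 10.8 with IL-1β. It was listed at 0 in both of these conditions in line 6.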

C The normalised count data from the RNA sequencing analysis for eight of the ten cytokines and chemokines; IL2 and IL4 had zero counts mapped to their respective genes. *denotes p<0.05 versus control based on the DESeq2 analysis (adjusted p value <0.05 and log2-fold change ±1). Values are mean ± SEM of n=5
Supplementary file1

Fig. S2 Gene Ontology and Enrichr pathway analysis of the top hits for the upregulated and downregulated DE genes. A Dot plot of the top ten Gene Ontology hits (of 159 enriched terms) for the upregulated genes. B Dot plot of the top ten Gene Ontology hits (of 198 enriched terms) for the downregulated genes. C Bar chart of the top ten Enirchr pathway analysis hits (of 104 terms) for the upregulated genes. D Bar chart of the top ten Enirchr pathway analysis hits (of 31 terms) for the downregulated genes
Supplementary file2

Fig. S3 Impact of JSH23 on cell viability in 2D and 3D culture. A Presto blue assay performed in 2D culture following 72 hr stimulation with JSH23 (1, 10, 100 µM) with and without IL-1ß (1 nM). Following a significant one-way ANOVA (p=0.017), pairwise comparisons revealed differences between IL-1ß versus 100 µM JSH23 and IL-1ß versus IL-1ß + 100 µM JSH23 (#p<0.05). Values are mean ± SEM of n=3. B Percentage of cells remaining at day 14 relative to number of cells seeded at day 0 in 3D culture. Values are mean ± SEM of n=2. Light and dark coloured bars represent JSH23-only and JSH23 with IL-1ß conditions, respectively
Supplementary file3

Fig. S4 Impact of IMD0354 on cell viability in 2D and 3D culture. A Presto blue assay performed in 2D culture following 72 hr stimulation with IMD0354 (10, 100, 1000 nM) with and without IL-1ß (1 nM). Following a significant one-way ANOVA (p=0.001), pairwise comparisons revealed differences between control versus 1000 nM IMD0354 and control versus IL-1ß + 1000 nM IMD0354 (*p<0.05). B Percentage of cells remaining at day 14 relative to number of cells seeded at day 0 in 3D culture. There was no significant one-way ANOVA (p=0.273). Values are mean ± SEM of n=3. Light and dark coloured bars represent IMD0354-only and IMD0354 with IL-1ß conditions, respectively
Supplementary file4

Fig. S5 Impact of PF-06650833 on cell viability in 2D and 3D culture. A Presto blue assay performed in 2D culture following 72 hr stimulation with PF-06650833 (100, 500, 1000 nM) with and without IL-1ß (1 nM). There was no significant one-way ANOVA (p=0.450). B Percentage of cells remaining at day 14 relative to number of cells seeded at day 0 in 3D culture. There was no significant one-way ANOVA (p=0.068). Values are mean ± SEM of n=3. Light and dark coloured bars represent PF-06650833-only and PF-06650833 with IL-1ß conditions, respectively
Supplementary file5

Fig. S6 Impact of IL1Ra on 3D gene expression and collagen gel contraction. A Effect of IL1Ra (100 ng/mL) on the expression of ten genes impacted by IL-1ß after 14 days in 3D culture. B Daily collagen gel contraction rates over the 14-day period in the control, IL-1ß (1 nM), IL1Ra (100 ng/mL), and IL-1ß + IL1Ra conditions, respectively. Values are displayed as percentage change relative to day 0. *denotes p<0.05 versus control with a Bonferroni post-hoc following a significant (p<0.05) two-way ANOVA. The IL-1ß + IL1Ra condition was not different from control at any timepoint (p<0.05). Values are mean ± SEM of n=3
Supplementary file6

Fig. S7 Functional interaction partners of AB13BP. Network analysis highlighting the top 20 functional interaction partners of AB13B identified in STRING. Proteins (nodes) with a predicted interaction score >0.4 (medium confidence) are displayed. A thicker line (edges) indicates a stronger interaction score. Gene Ontology enrichment analysis revealed significant hits (FDR<0.05) in the cellular component category shown in red (GO:0031012) and blue (GO:0062023), respectively
Supplementary file7

Online Resource 1: Animation of the whole-mount confocal images of a day 14 control 3D tenocyte gel. Staining for nuclei, actin, and collagen 1 are shown in blue, green, and red, respectively.
Supplementary file8 (MP4 7241 KB)

Online Resource 2: Animation of the whole-mount confocal images of a day 14 IL-1ß-treated 3D tenocyte gel. Staining for nuclei, actin, and collagen 1 are shown in blue, green, and red, respectively.
Supplementary file9 (MP4 12220 KB)

Online Resource 3: The 954 DE genes upregulated by IL-1ß
Supplementary file10 (CSV 8 KB)

Online Resource 4: The 1563 DE genes downregulated by IL-1ß
Supplementary file11 (CSV 13 KB)

Online Resource 5: The normalised counts for all 29196 genes under control and IL-1ß-treated conditions
Supplementary file12 (CSV 2596 KB)

Online Resource 6: GO-slim enrichment analysis for the 954 DE genes upregulated by IL-1ß
Supplementary file13 (CSV 186 KB)

Online Resource 7: Enrichr pathway enrichment analysis for the 954 DE genes upregulated by IL-1ß
Supplementary file14 (CSV 121 KB)

Online Resource 8: Overlap of DE genes impacted by IL-1ß in the current study vs Gehwolf et al [29]
Supplementary file15 (CSV 16 KB)

Online Resource 9: The 590 DE genes following the control vs IL-1ß pairwise comparison
Supplementary file16 (CSV 44 KB)

Online Resource 10: The 150 DE genes following the control vs IL-1ß + IL1Ra pairwise comparison
Supplementary file17 (CSV 11 KB)

Online Resource 11: The 54 DE genes following the IL-1ß vs IL-1ß + IL1Ra pairwise comparison
Supplementary file18 (CSV 4 KB)

Online Resource 12: GO-slim enrichment analysis for the 590 DE genes comparing IL-1ß vs control reveals enrichment for NF-KB signalling
Supplementary file19 (CSV 11 KB)

Online Resource 13: GO-slim enrichment analysis for the 150 DE genes comparing IL-1ß vs IL-ß + IL1Ra reveals no enrichment for NF-KB signalling
Supplementary file20 (CSV 5 KB)

Online Resource 14: The 33 DE genes suggested to mediate tenocyte-induced collagen gel contraction
Supplementary file21 (CSV 0 KB)

## Data Availability

All relevant data are within the manuscript and the supplementary figures. The RNA sequencing data are available through NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE221370.

How the deposited data were processed for this re-analysis (not part of the article)

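The data are 19 RNA sequencing libraries of equine tenocytes in 3D collagen gels at day 14. The first batch has 5 lines with and without 1 nM IL-1β (10 libraries), and the second batch has 3 further lines as control, with 1 nM IL-1β and with 1 nM IL-1β plus 100 ng/ml IL1Ra (9 libraries). The signal values were deposited as DESeq2-normalised counts: the authors assigned reads to transcripts with Salmon, summed them to genes with tximport and divided the gene counts of each batch by DESeq2 size factors. Each batch is a separate table of 29196 gene names, so tests were made only within a batch. The unit assumed when the design was written, normalised counts, matched the values. No column was left unmapped to a sample, and no 2 libraries were identical. Whole reads were not recovered from the values, so no count model was fitted.

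What was computed here starts from log2(normalised count + 1). Genes with at least 10 normalised counts in at least 5 libraries (first batch) or at least 3 (second batch) were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend), with Benjamini-Hochberg adjustment over the genes tested in each comparison. DE means an adjusted p under 0.05 and an absolute log2-fold change of at least 1. The filter left 14719 genes in the first batch and 16705 in the second, and 7827 and 5593 genes were at 0 in every library of their batch. Within a condition, pairs of libraries correlated at 0.912 to 0.977 in the first batch and 0.850 to 0.954 in the second. The second batch has lower sums of counts, which widens the spread of genes with few reads there.

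Libraries of one line come from one donor line, so line numbers pair the libraries. Checked as the correlation of deviations from the condition means, libraries of the same line correlated at 0.35 to 0.58 in the first batch (5 pairs) and 0.54 to 0.79 in the second (9 pairs), and libraries of different lines at −0.36 to 0.29 (20 pairs) and −0.62 to 0.25 (18 pairs). The fit without a block was set in the design, and the fit with the tenocyte line as a block is an alternative.

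Gene lists were tested with the rotation test fry on the same fit, adjusted over 9 lists: the genes of Fig. 2C, the Enrichr list for Interleukin-1 regulation of extracellular matrix, the genes shared with the rat study, short lists for NF-κB, JNK, p38 and STAT3/5, a list of leukocyte markers, and 1 further list that is not reported here. The p of fry depends on the order of the libraries, so 20 random orders were also run. Between IL-1β and IL-1β + IL1Ra, adjusted p was 0.268 for the Fig. 2C list (0.0283 with the tenocyte line as a block), 0.329 for the extracellular matrix list, 0.374 for the rat list, 0.582 for the JNK and p38 lists and 0.275 for STAT3/5. Between IL-1β + IL1Ra and control it was 0.0228 for the Fig. 2C list, 0.0388 for the extracellular matrix list and 0.0660 for the rat list (0.00451 with the block), with 8, 11 and 15 genes DE when adjusted over the list alone. Over all genes tested 0 genes of these 3 lists were DE there (6, 6 and 7 with the block), and 12, 19 and 35 had an unadjusted p under 0.05.

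The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. Differences between lines were drawn from the spread of the control libraries, capped and scaled down, and every line had the same change. At the size of the first batch 92% of the changed genes were recovered without the block and 100% with it. The list test was tried only on simulated data without differences between lines. There, 12 genes raised by 2 on the log2 scale gave p of 6.98e-08 and 8.20e-08 in the 2 sizes by fry, a rotation (permutation-like) test. With 12 unchanged genes fry gave 0.133 and 0.145. How it behaves with differences between lines or smaller changes was not simulated.

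The genes named in the text are those the paper names, the members of the lists, the IL-1 feedback genes (IL1R1, IL1R2, IL1RN, IL1RAP, IRAK3 and SIGIRR), and for each comparison the 3 largest rises and 3 largest falls among DE genes that changed in the same direction in every line and whose names are not LOC numbers. Names were matched to a RefSeq gene table of a newer horse assembly than the one the authors used, 25083 of 29196 (85.9%), so no coordinates are given, and 25 names had been turned into dates. Alternatives tried were other pseudocounts, filters, scalings, a fit without trend, fits on 2 conditions only, the block and leaving out each line. The copies of Online Resources 3, 9 and 10 used here hold 953, 589 and 149 genes, against the paper's 954, 590 and 150, and that of Online Resource 5 holds 1999, so no overlap or enrichment was computed from them. The cytokine array, qPCR and gel contraction data were not analysed here.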

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

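Of the tests weighed here, the one on leukocyte genes was chosen after the result was seen. In 74 groups of 5 values, 5 had 1 value far from the others, where chance gives about 3.7. No biological explanation was tested for these 5 values.

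The control library of line 2 had 0.77 normalised counts of TNF and the other controls of the first batch were listed at 0, a difference of less than 1 read. The IL-1β library of line 4 had 1.04 normalised counts of FGF19 and the other IL-1β libraries were listed at 0, while controls had 98.1 to 176, so FGF19 was at least 46.0-fold lower with IL-1β. The IL-1β library of line 2 had 348973 normalised counts of CSF3 against 76089 to 111183 in the other IL-1β libraries. Both libraries of line 2 had the largest sums of normalised counts, 47.5 M for control against 43.4 to 44.5 M and 49.2 M for IL-1β against 43.8 to 45.0 M. The cause of these differences was not tested.

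RELB, which the paper does not discuss, was higher with IL-1β in both batches, with log2-fold changes of 1.11 (standard error 0.13, adjusted p = 2.42e-04 from limma, 5 of 5 lines) and 1.33 (standard error 0.14, adjusted p = 0.0155, 3 of 3 lines). Leaving out line 7 or line 8 gave 0 DE genes in the second batch, so this call rests on both.

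CD68, also not discussed in the paper, was higher with IL-1β in 5 of 5 lines of the first batch, by a log2-fold change of 2.64 (standard error 0.47, adjusted p = 0.00265 from limma). In the second batch it rose by 1.89 in 3 of 3 lines (adjusted p = 0.586, and 0.0369 with the tenocyte line as a block). Leukocytes in the cultures could raise it, but PTPRC, CSF1R, TYROBP and AIF1, which leukocytes express, reached at most 6.46 normalised counts in any of the 19 libraries, while CD68 had 181 to 1769 in the IL-1β libraries. LYZ reached at most 8.97 and CD163 at most 3.27. Other markers of the list were present. FCER1G was higher with IL-1β in 5 of 5 and 3 of 3 lines, at up to 17.0 and 60.4 normalised counts. CD14 reached 2811 in the IL-1β library of line 1, where control had 1947, and 1262 in that of line 7, where control was listed at 0, and it was higher with IL-1β in 2 of 5 and 1 of 3 lines. ITGAM reached 55.3 with IL-1β and 42.7 in control, both in line 1. LAPTM5, another marker of the list, was lower in 4 of 5 lines (−2.06, adjusted p = 0.0410, and 0.0569 with the block). The list as a set gave an adjusted p of 0.266 in the first batch with 2 of 12 genes tested (0.00418 with the block), and 0.584, 0.502 and 0.899 in the comparisons of the second. A response of the tenocytes themselves to IL-1β stays open, as a hypothesis.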

How the results depend on the processing

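The alternatives were set before the data were examined, except the order of libraries in fry, the list medians under other scalings, the block on 3 of 5 lines, the ratio of group means and the weighted factor per line, which were chosen after seeing the data. Where values changed, the cause was not tested, except that fewer libraries enter the fits that leave out a line or a condition.

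Of 96 results for named genes, 77 kept their direction and their side of the threshold under all settings that kept every line. The block made 16 pass the threshold and 1 not, and it changed no other call. Rescaling to the same total changed none of the 96. Quantile normalisation took 2 below the threshold (SIGIRR and LAPTM5) and each pseudocount changed 1. Among the values from leaving out a line, 9 were newly past the threshold, 16 no longer past it, 4 of the other sign and the rest on the same side. Among the results counted here, 4 log2-fold changes reversed. With IL1Ra against control these were ENPP1 (−0.63 to 0.0471), ENPP2 (−1.20 to 0.22) and ENPP5 (−0.18 to 0.43). Between IL-1β and IL-1β + IL1Ra it was IL6 (−0.18 to 1.91). CHUK in the first batch, which is not among these 4, also changed sign when line 3 was left out, as given above.

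For IL-1β against control, the first-batch count of 1885 DE genes became 4078 by adjusted p alone and 1374 to 1729 when a line was left out. The second-batch count of 57 became 34 without trend, 34 with only the 2 conditions compared, 865 with the tenocyte line as a block, and 0 to 364 when a line was left out. For IL-1β + IL1Ra against control, the count of 2 became 1 after rescaling, 5 after quantile normalisation, 42 with the block, 0 with only the 2 conditions, and 0 to 63 when a line was left out. Between IL-1β and IL-1β + IL1Ra the count of 0 (464 at an unadjusted p under 0.05) became 1 with the block and 0 to 10 when a line was left out.

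Genes DE with IL-1β both alone and with IL1Ra numbered 2, and 41 with the block, 5 after quantile normalisation and 0 to 58 when a line was left out. Genes DE between IL-1β and both other conditions numbered 0, 1 with the block and 0 to 10 when a line was left out. In all 3 comparisons the range was 0 to 2, and for genes also DE in the first batch 1 with the block and 0 to 3 when a line was left out. The correlation of the batches, 0.840, ranged from 0.739 without line 6 to 0.864 without line 8. The median count on 3 of the 5 first-batch lines was 1110.5, and 1790.5 with the block.

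Of the list tests, the block reversed the direction of JNK in the first batch (adjusted p = 0.912) and of STAT3/5 between IL-1β and control in the second (adjusted p = 0.983), neither past the threshold in limma's fits. It brought under 0.05 STAT3/5 (0.00385) and the leukocyte markers (0.00418) in the first batch, the rat list with IL1Ra against control (0.00451), and the Fig. 2C (0.0283) and NF-κB (0.0176) lists between IL-1β and IL-1β + IL1Ra. Other orders of the libraries raised the extracellular matrix and NF-κB lists with IL1Ra against control to 0.0527.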

Differences from the paper's values

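The paper's counts were made by the authors with DESeq2, and those here with limma on the normalised values. For IL-1β against control in the second batch, 57 genes were DE here against the paper's 590. Of the alternatives set before the data were examined, the tenocyte line as a block, with 865, came within 1.5 times of it, and the others did not. Upregulated genes numbered 45 against the paper's 322 (432 with the block, within 1.5 times), and downregulated genes 12 against the paper's 268, where none of the alternatives closed the gap (433 with the block). For IL-1β + IL1Ra against control the counts were 2 against the paper's 150, 2 upregulated against the paper's 98 and 0 downregulated against the paper's 52. Between IL-1β and IL-1β + IL1Ra 0 genes were DE against the paper's 54, with 464 at an unadjusted p under 0.05. Genes DE between IL-1β and both other conditions numbered 0 against the paper's 40, and those also DE in the first batch 0 against the paper's 33. None of the alternatives closed these gaps.

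For TGFB1 in the first batch the log2-fold change was −1.10 against the paper's −1.99. It came within the spread between lines only when line 4 was left out (−1.35). On the scale of a log2 ratio of group means, chosen after seeing the values because fold changes in the supplement follow it, it was −1.17.

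The paper gives MMP1 as raised by IL-1β. Here its log2-fold change of 5.10 was not DE (adjusted p = 0.0630 from limma), and was with the tenocyte line as a block (adjusted p = 0.0225). TNF and CSF2, which the paper reports as raised, did not pass the filter in the first batch. Of the genes the paper names in the second batch for IL-1β against control, CSF3, IL1B, MMP3, MMP8, MMP13, TNC, SOX9, ENPP1, ENPP5, ABI3BP and OLFML1 were DE only with the block among the settings with all lines, except that ABI3BP was also DE with a pseudocount of 5 (adjusted p = 0.0455). ENPP2 and NDRG1 were not DE with the block (adjusted p = 0.181 and 0.0642). The paper lists MIP-2BETA, GPR84 and GLCCI1 as changed in every comparison. Here they were DE between IL-1β and control, and with IL1Ra against control MIP-2BETA was DE with the block (adjusted p = 0.0267).

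Relative to IL-1β alone, the paper describes IL1Ra as lowering more of the genes in Online Resource 11 than it raised. Here 35 of the 52 tested had a higher mean with IL1Ra and 17 a lower one. Fig. 1E marks no difference in the RNA sequencing of MMP13, which was DE here (log2-fold change 4.36, adjusted p = 3.53e-04, higher in 5 of 5 lines). The paper looked for enriched terms among its DE genes, which is another measure than the list test used here. The following 2 results are therefore not set against its enrichment. The p38 list moved downwards with IL-1β in the first batch (adjusted p = 0.00477 from fry). The NF-κB list still moved upwards with IL1Ra (adjusted p = 0.0388 from fry, and 0.0378 to 0.0527 over 20 random orders of the libraries).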

Other observations

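Tests chosen after their results were seen were those on the number of lines, on the level differences between lines, on a library of another line, on the difference between lines, on upregulated against downregulated genes, and on SMC2.

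More genes were DE with IL-1β in the first batch than in the second. Fewer lines could lower the count, but the 10 choices of 3 first-batch lines gave at least 579 genes, against 57. Lower depth could too, but among genes with a mean of at least 1000 in both batches 31 were DE in the second batch, against at least 271 on 3 first-batch lines. With the tenocyte line as a block this gap was smaller, 318 against at least 503, so lower depth is not excluded as a part of the difference. Level differences between lines could not account for it alone, since with the block 3 first-batch lines gave at least 1644 genes against 865. Smaller responses to IL-1β in lines 6 to 8 stay open as a candidate explanation: in 0 of the 10 choices did the genes found on 3 first-batch lines change more in the second batch than in the first-batch lines left out. Line and batch are confounded.

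The share of the response left with IL1Ra was lowest in line 6. Scaling of the libraries is an unlikely cause, since line 6 stayed at or below 45.9% under each scaling tried and lines 7 and 8 at or above 58.8%. A library of another line is also unlikely, since the libraries of line 6 correlated among themselves at 0.564 or more and with other lines at −0.285 or less. Whether tenocyte lines differ in this cannot be told apart from a difference in how this line was treated, because the difference between tenocyte lines rests on 1 line on one side.

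That 1 factor per line for all genes describes the change left with IL1Ra was also tested. After removing it, the remainders of the first-batch DE genes correlated between lines at 0.151 to 0.374. With factors weighted by the first-batch changes, chosen after seeing the data, the range was 0.150 to 0.374. Genes vary together, so the correlation that 3 independent lines would give is not known, and 1 factor per line cannot be told apart from effects that differ between genes. That higher genes are left more than lower genes held in 2 of 3 lines, not in line 7. This exception depends on the scaling. After rescaling all libraries to the same total, line 7 was at 83.9% for higher and 80.4% for lower genes. The correlation of log2-fold changes of IL-1β and of IL-1β + IL1Ra against control was 0.776. The shared control libraries gave at most 0.523 in 20 simulations. The simulations drew genes independently, so their range is too narrow and the part of the shared controls is not settled.

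SMC2 was listed at 0 with IL-1β in lines 6 to 8 and with IL1Ra in lines 6 and 7, and had 796, 1519 and 325 normalised counts in control. The paper's table gives a log2-fold change of −25.98. Fewer dividing cells could lower it, but in the libraries with SMC2 at 0, the lowest values of 8 genes of dividing cells had a median of 59.3 normalised counts, and all were above 0. These 8 genes did fall with IL-1β on average over the lines, by a median log2-fold change of −2.19 in the second batch and −1.25 in the first. SMC4 was DE in the second (−1.97, adjusted p = 0.0155 from limma, lower in 3 of 3 lines). The second-batch fall was largest in line 6, where the log2 ratios of the 8 genes ranged from −5.47 to −2.38. They ranged from −1.65 to 0.64 in line 7, where CCNB1 and AURKB rose, and from −2.29 to −1.72 in line 8. Fewer dividing cells could therefore account for part of a lower level of SMC2 but not for values of 0. Reads moved between transcripts may explain it: 107 genes of the second batch were listed at 0 in at least 2 libraries and at 100 or more in at least 2.

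Other splits of the libraries were counted. In the first batch 1 of 100 splits, the real one, gave as many DE genes as IL-1β against control (at most 18 in the others), and 1 of 16 among splits that part the libraries of every line. In the second batch it was 1 of 10 for IL-1β against control, 1 of 4 among splits that part every line, 1 of 10 for IL-1β + IL1Ra against control, and 10 of 10 for IL-1β against IL-1β + IL1Ra, where the real count was 0 (464 at an unadjusted p under 0.05). So few splits cannot give a share under 0.05, except for the 100.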
